# miR-379 deletion ameliorates features of diabetic kidney disease by enhancing adaptive mitophagy via FIS1

**DOI:** 10.1038/s42003-020-01516-w

**Published:** 2021-01-04

**Authors:** Mitsuo Kato, Maryam Abdollahi, Ragadeepthi Tunduguru, Walter Tsark, Zhuo Chen, Xiwei Wu, Jinhui Wang, Zhen Bouman Chen, Feng-Mao Lin, Linda Lanting, Mei Wang, Janice Huss, Patrick T Fueger, David Chan, Rama Natarajan

**Keywords:** End-stage renal disease, Genetic engineering

## Abstract

Diabetic kidney disease (DKD) is a major complication of diabetes. Expression of members of the microRNA (miRNA) miR-379 cluster is increased in DKD. miR-379, the most upstream 5′-miRNA in the cluster, functions in endoplasmic reticulum (ER) stress by targeting EDEM3. However, the in vivo functions of miR-379 remain unclear. We created miR-379 knockout (KO) mice using CRISPR-Cas9 nickase and dual guide RNA technique and characterized their phenotype in diabetes. We screened for miR-379 targets in renal mesangial cells from WT vs. miR-379KO mice using AGO2-immunopreciptation and CLASH (cross-linking, ligation, sequencing hybrids) and identified the redox protein thioredoxin and mitochondrial fission-1 protein. miR-379KO mice were protected from features of DKD as well as body weight loss associated with mitochondrial dysfunction, ER- and oxidative stress. These results reveal a role for miR-379 in DKD and metabolic processes via reducing adaptive mitophagy. Strategies targeting miR-379 could offer therapeutic options for DKD.

## Abstract (web summary)

Kato, Abdollahi et al. identify a redox protein thioredoxin and mitochondrial fission-1 (FIS1) protein as miR-379 targets in mouse kidney. They find that miR-379 knockout mice are protected from diabetic kidney disease by enhancing mitophagy via FIS1, suggesting miR-379 as a potential therapeutic target for diabetic kidney disease.

## Introduction

Both type 1 and type 2 diabetes (T1D and T2D) are associated with significantly accelerated complications, including renal disease, known as diabetic kidney disease (DKD)^1–5^. To date, there are very few effective drugs for DKD and affected individuals often succumb to end-stage renal disease needing dialysis or renal replacement, underscoring the urgent need to explore better drug targets. Key features of DKD include renal fibrosis and hypertrophy due to accumulation of extracellular matrix (ECM) proteins such as collagens and fibronectin in renal glomerular and tubular compartments, as well as albuminuria and podocyte dysfunction^1–5^. Metabolic alterations, including mitochondrial dysfunction and oxidative stress, in most renal cells, including tubular epithelial, glomerular mesangial and podocytes, are associated with progressive DKD^3,5,6^.

Non-coding RNAs such as microRNAs (miRNAs) and long-non-coding RNAs (lncRNAs) regulate gene expression via posttranscriptional and epigenetic mechanisms. miRNAs are short non-coding RNAs that target about 60% of the genome and alter gene expression by base-pairing with complementary “seed” sequences in the 3′-untranslated region (3′-UTR) of their target genes^7^. lncRNAs are longer transcripts such as messenger RNAs (mRNAs) but lack protein-coding (translation) potential^8,9^. miRNAs and lncRNAs regulate cellular functions and pathophysiological conditions associated with human disease including kidney dysfunction and DKD^3,10^. We and others have used in vitro mechanistic and in vivo models to describe the functional roles and actions of several miRNAs, e.g., miR-192, miR-21, miR-93, miR-200, miR-29, as well as various lncRNAs in the pathogenesis of DKD, and also evaluated the translation potential of targeting them as treatment options for DKD^3,10–12^.

We recently established that a megacluster of miRNAs (including miR-379 and others), along with its host lncRNA (lncMGC), is upregulated via endoplasmic reticulum (ER) stress in the kidneys of diabetic mice and induces early features of DKD such as hypertrophy and fibrosis^13^. To inhibit lncMGC, we designed a GapmeR (locked nucleic acid and phosphorothioate-modified antisense oligonucleotide), which efficiently inhibited expression of the miR-379 cluster and lncMGC, and attenuated features of early DKD in mice^13^. We also showed that miR-379, the first miRNA (5′-end) in the megacluster, targets and downregulates the ER degradation enhancer, mannosidase α-like 3 (EDEM3)^13,14^, in glomerular mesangial cells, suggesting it may have metabolic functions in the kidney.

We designed the present study to delineate the in vivo functional role of miR-379 in the kidney under diabetic conditions and the putative DKD-related functions of its targets. Transgenic and genetic knockout (KO) mutant mice provide useful models for studying diabetes and diabetic complications. Generation of mutant mice has become much faster and more efficient with the CRISPR-Cas9 editing method. We therefore created miR-379KO mice using the CRISPR-Cas9 nickase technique^15^. Although miRNA targets are typically predicted by matching seed sequences and flanking sequences using in silico techniques^7,16,17^, additional targets have recently been identified more reliably by experimental methods that examine direct interaction of miRNAs and target RNAs in living cells using a strategy that combines immunoprecipitation (IP) of components of the RNA-induced silencing complex [RISC; e.g., argonaute (AGO) proteins], ligation of AGO-associated RNA–RNA duplexes to form chimeric RNAs, and subsequent RNA sequencing (RNA-seq)^18–20^. As analysis of data from such CLASH (cross-linking, ligation, and sequencing of hybrids) method does not rely on bioinformatics prediction algorithms, the miRNA targets identified in this unbiased manner from AGO-IP can be further evaluated as therapeutic targets for various human diseases, including DKD. In this study, we identified new miR-379 targets related to oxidative stress, ER stress, and mitochondrial dysfunction using the unbiased AGO2-CLASH technique^19^ by comparing mouse glomerular mesangial cells (MMCs) isolated from wild-type (WT) and miR-379KO mice. We validated the expression of these new targets in vivo using WT and miR-379KO mice. MMC from miR-379KO mice depicted protection from high-glucose (HG)-induced metabolic and mitochondrial dysfunction through enhanced adaptive mitophagy. Importantly, we showed that, in a streptozotocin (STZ)-injected model of T1D, miR-379KO mice were protected from key features of DKD, including renal dysfunction, glomerular expansion, renal fibrosis, and glomerular basement membrane (GBM) thickening, compared to corresponding diabetic WT mice.

## Results

### Generation of miR-379KO mice by CRISPR-Cas9 genome editing

Figure 1a shows the schematic genome structure of the mouse lncMGC region which hosts the miR-379 megacluster, in which miR-379 is the most 5′-miRNA within the cluster and miR-882 is outside. For CRISPR-Cas9-mediated generation of miR-379KO in mice, we designed guide RNAs as described in the “Methods.” The guide RNAs (Fig. 1b) were first verified for cleavage activity in vitro using the TCMK1 mouse kidney cell line (see “Methods”). We then created miR-379KO mice by injecting fertilized eggs from C57BL/6J mice with guide RNAs and RNA encoding CRISPR-Cas9 nickase. We sequenced the PCR fragments from mouse genomic DNA samples to confirm that several surviving mice showed the 36 bp deletion of the miR-379 region (Fig. 1c). We crossed the third generation of these founder mice with WT C57BL/6J mice and obtained homozygous miR-379KO mice (homozygotes, −/−) by intercrossing germline-transmitted heterozygous mice (heterozygotes, +/−) (Fig. 1c). We confirmed significant reduction of miR-379 in glomeruli isolated from kidneys of miR-379KO mice compared to WT mice (Fig. 1d, *P* < 0.0001). The miR-379KO mice appeared normal and did not depict any overt defects or abnormalities.

**Fig. 1:**
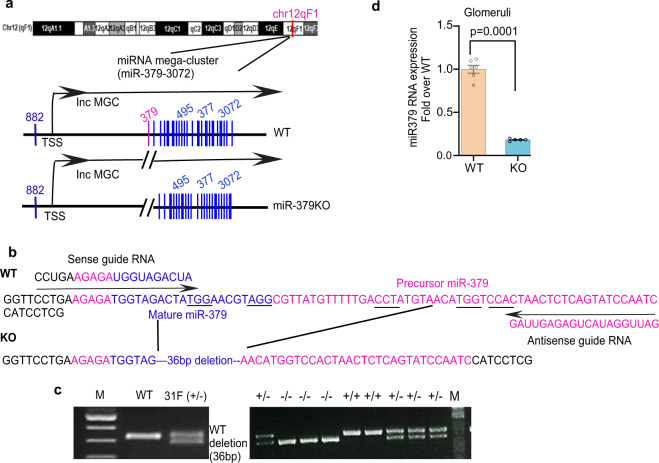
Generation of miR-379 knockout (KO) mice by CRISPR-Cas9 editing. **a** Schematic genomic location of the miR-379 megacluster (MGC) of miRNAs (miR-379-3072) and structure of wild-type (WT) and miR-379 knockout (KO) mice. The miR-379 MGC is located on mouse chromosome 12 within the host lncRNA (lncMGC) and consists of ~40 miRNAs. miR-379 is the most 5′-miRNA, miR-495, miR-377, and miR-3072 are in the middle, and miR-882 is located far upstream of cluster. **b** Sequences of miR-379 genomic regions WT (upper) and KO (lower, 36 bp deletion). Positions of guide RNAs used for editing by CRISPR-Cas9 approach are shown by arrows. Sequences of mature miR-379 are represented in blue and the precursor miR-379 in pink. PAM sequences (NGG) are underlined. **c** Left, genotypes of WT and a founder (31F) mouse from tail DNA samples. The founder [31F (+/−), left panel] shows a 36 bp shorter PCR fragment (i.e., deletion of miR-379). Lane M: molecular weight markers. Right, germline transmission of miR-379 deletion. The female founder heterozygote (31F^+/−^) was crossed with a WT male and the deletion was transmitted to the next generation; multiple heterozygotes (+/−), WT, and/or miR-379 deletion are shown. Homozygotes (−/−, miR-379 deletion) were obtained by crossing heterozygous mice. The miR-379KO mouse colony was expanded by crossing the homozygous mice. **d** Significant decrease of glomerular miR-379 RNA expression in miR-379KO mice compared to WT mice (*n* = 5–6/group). Statistical analyses for two groups were performed by Student’s *t*-test. Data are presented as mean ± SEM.

### AGO2-IP-CLASH screening identifies novel targets of miR-379

The AGO-CLASH technique allows unbiased high-throughput identification of miRNA targets by ligation and sequencing of miRNA-target RNA duplexes associated with AGO2 protein, a key component of the RISC complex. 

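Mouse mesangial cells (MMC) are the contractile cells of the kidney glomerulus, isolated here from WT and from miR-379KO mice and grown in culture. In AGO2-CLASH, a miRNA and the RNA it is paired with are ligated while both are held by AGO2, so that a sequenced hybrid (chimeric) read carries a segment of a miRNA and a segment of its target. The cells were plated in 4 dishes, a number the paper does not state to be per genotype, and cross-linked with UV at 50 J/m2. AGO2 was immunoprecipitated, and the RNAs were ligated with T4 RNA ligase at 16 °C for 16 to 18 h. There were 2 libraries of each genotype, A and B, sequenced as 101 bp paired-end reads without size selection. The authors merged the read pairs, removed every merged read that aligned to the mouse genome or to mouse transcripts, and searched the remaining reads on both strands against mature miRNAs and mRNAs. Reads with a miRNA segment and an mRNA segment that did not overlap were kept. For each distinct read the authors deposited the sequence, the number of times it was sequenced, the aligned positions, and the score and minimum free energy of the pair, without normalization. Chimeric reads were counted here as often as deposited, once for each mature miRNA and each gene listed with the read.
The WT A library held 16324 chimeric reads of 14197 distinct sequences, and WT B held 7192 of 4869. The miR-379KO A library held 6326 chimeric reads of 4323 distinct sequences, and miR-379KO B held 6476 of 5678. These totals count chimeric reads and are not the sequencing depth. Read identifiers number the distinct merged sequences of a library by falling count, and the highest number listed was 5571737 in WT A, 1851705 in WT B, 2356063 in miR-379KO A and 2410636 in miR-379KO B, which are lower bounds on the distinct merged sequences. A share of 3 reads, taken as the smallest that can be shown, was 1.84 per 10000 chimeric reads in WT A, 4.17 in WT B, 4.74 in miR-379KO A and 4.63 in miR-379KO B. The reads carry no molecular identifiers, so intervals and floors cover counting error only.
Located from the sequences in Fig. 1b, the 36 bp deletion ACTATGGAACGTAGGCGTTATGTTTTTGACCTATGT lies on chromosome 12 of GRCm38 from 109709071 to 109709106, inside Mir379 (109709060 to 109709125). It removes 15 of the 21 nt of miR-379-5p and 5 of the 22 nt of miR-379-3p.
The median miRNA alignment was 14 nt in each library. Of 30225 distinct miRNA segments, 69.9% were shorter than 16 nt and 30.6% matched the miRNA in antisense. Each segment was extended by up to 10 nt of the read on each side and compared with GRCm38. In 13389 segments (44.3%), the extended sequence matched the genome without mismatch outside miRNA genes (genome-contained segments), so that the bases taken as a miRNA lie in a longer contiguous stretch of another locus. This share was 51.8% in WT A, 35.2% in WT B, 36.25% in miR-379KO A and 39.1% in miR-379KO B. Over all libraries it was 54.6% for sense alignments of 12 to 13 nt and 2.82% for sense alignments of 20 to 26 nt, against 59.0% for antisense alignments of 20 to 26 nt.

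**Figure D1:**
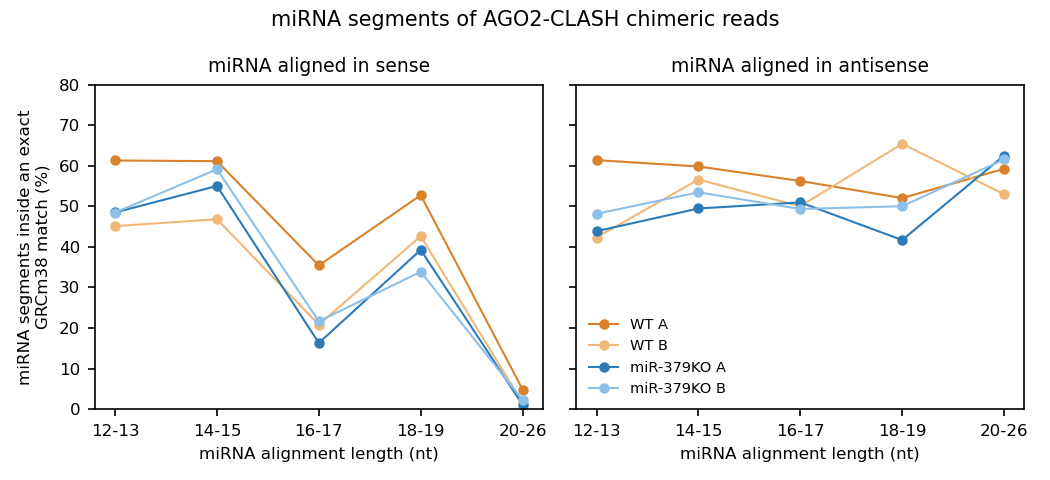
Share of genome-contained miRNA segments (percent of distinct segments) by length of the miRNA alignment (nt), for sense and antisense alignments, in the 2 WT and 2 miR-379KO libraries. Sense alignments of 20 to 26 nt have the lowest share, 2.82% over all libraries, and antisense alignments of that length have 59.0%.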

We performed AGO2-CLASH as described^19,20^ (see “Methods” and Supplementary Fig. 1) using MMC isolated from WT and miR-379KO mice. We also immunoprecipitated the AGO2 RISC complex with anti-mouse AGO2 beads. After phosphorylation of the RNA 5′-ends and ligation using T4 RNA ligase, we extracted the ligated RNAs and subjected them to RNA-seq. 

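Chimeric reads were compared between WT and miR-379KO MMC for each miRNA and for each target gene by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, with 2 libraries of each genotype. Of the 1643 mature miRNAs listed, 628 had at least 10 chimeric reads over the 4 libraries and were tested. The adjusted p-value was under 0.05 for 0 miRNAs, and the smallest was 0.473. The unadjusted p-value was under 0.05 for 27 miRNAs, 9 of them higher in WT and 18 higher in miR-379KO. Of the 8440 target genes listed, 686 were tested, and 0 had an adjusted p-value under 0.05 (smallest 0.262). The unadjusted p-value was under 0.05 for 25 target genes, 12 higher in WT and 13 higher in miR-379KO. These directions depended on the setting. Without TMM factors 14 miRNAs were higher in WT and 15 in miR-379KO, and without the minimum of 10 reads 39 target genes were higher in WT and 10 in miR-379KO. The common dispersion was 0.221 for miRNAs and 0.216 for target genes. In counts simulated with a dispersion of 0.22, the test called 77 of the 191 tested miRNAs and 85 of the 191 tested genes to which a log2 fold change of 3 had been given. In these simulations 633 miRNAs and 754 genes were tested, so a large part had been changed. The calls therefore do not give the power for a change in a single miRNA or gene. With only miRNA alignments of at least 16 nt, the number of target genes with an adjusted p-value under 0.05 was 1 of 353 tested. That gene, Cxcl12, was chosen after its values were seen and had 1 chimeric read in WT A, 0 in WT B, 11 in miR-379KO A and 5 in miR-379KO B.
The miR-379 cluster spans 38901 bp of chromosome 12 of GRCm38, from Mir379 at 109709060 to the end of Mir3072 at 109747960. It holds 38 annotated miRNA genes with 75 mature miRNAs, of which 49 besides miR-379 were listed in chimeric reads. Their share was 167 per 10000 chimeric reads in WT A (272 reads, 95% Clopper-Pearson interval 148 to 187) and 192 in WT B (138 reads, 161 to 226). In miR-379KO A it was 196 (124 reads, 163 to 233), and in miR-379KO B it was 259 (168 reads, 222 to 301). Summed by genotype, the share was 174 per 10000 in WT (410 of 23516 reads) and 228 in miR-379KO (292 of 12802 reads), a difference of -53.7, where the SD between the 2 libraries was 17.9 in WT and 44.8 in miR-379KO. Fisher's exact test on the summed reads gave a two-sided p of 0.000442, which compares these libraries and not the genotypes. Both WT libraries lay below both miR-379KO libraries, and the exact permutation test over libraries gave a two-sided p of 0.33, the smallest that 2 against 2 allow. With only reads whose miRNA and target were both aligned in the sense orientation, the difference was -8.08 per 10000 (Fisher's exact test, two-sided p = 0.581). With only miRNA alignments without mismatch or gap, it was -123.9 (Fisher's exact test, two-sided p = 2.10e-07). Alignments of at least 16 nt left 15 of the counted reads in WT and 23 in miR-379KO. Without genome-contained segments (added after seeing the data), 177 were left in WT and 152 in miR-379KO. Most of the counted reads rest on shorter alignments, so these shares do not establish a difference in hybrids of cluster miRNAs.
Log2 fold changes are given as WT over miR-379KO, with standard errors calculated back from the fold change and edgeR's F statistic. miR-495-5p had 9 chimeric reads in WT A, 9 in WT B, 16 in miR-379KO A and 11 in miR-379KO B, a log2 fold change of -1.37 (standard error 0.79, edgeR adjusted p = 0.993), and 73.7% of its segments were genome-contained. miR-377-5p had 82 chimeric reads and a log2 fold change of -0.26 (standard error 0.75), and miR-3072-5p had 65 and 0.39 (standard error 0.75), each with an edgeR adjusted p of 0.993. Genome-contained segments made up 54.5% and 46.9% of theirs. miR-495-3p, miR-377-3p and miR-3072-3p had 2, 7 and 4 chimeric reads, under the minimum of 10. miR-882, which lies 26786 bp upstream of Mir379 at 109682197 to 109682273, had 1 chimeric read, in miR-379KO B.

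**Figure D2:**
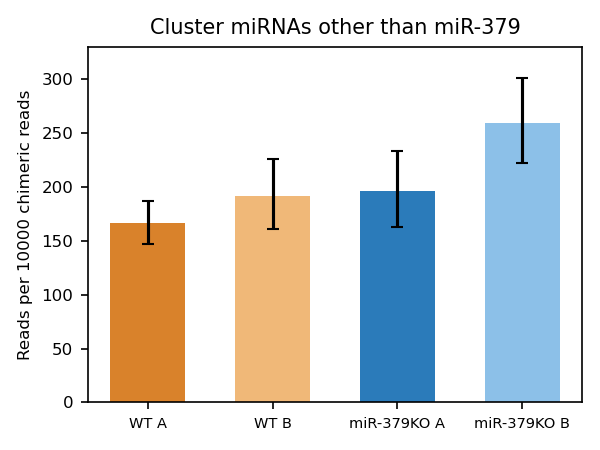
Chimeric reads with the 49 other miRNAs of the miR-379 cluster, per 10000 chimeric reads, in each WT and miR-379KO library. Bars are shares with 95% Clopper-Pearson intervals, from 167 in WT A to 259 in miR-379KO B. Most of the counted reads have a miRNA alignment shorter than 16 nt.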

To identify bona fide targets of miR-379, we compared RNA-seq data from total RNAs, AGO2-IP RNAs, and AGO2-IP-CLASH RNAs between WT and miR-379KO MMCs (Supplementary Fig. 1). From data analyses, we found several promising candidate targets of miR-379 (i.e., reads highly enriched at their respective 3′-UTRs in WT cells but decreased in miR-379KO cells). 

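miR-379 was listed in 3 chimeric reads of WT A (miR-379-5p in 2, miR-379-3p in 1), in 1 of WT B (miR-379-5p), in 0 of miR-379KO A and in 0 of miR-379KO B. Its share was 1.84 per 10000 chimeric reads in WT A (95% Clopper-Pearson interval 0.379 to 5.37) and 1.39 in WT B (0.0352 to 7.74). The upper bound was 5.83 per 10000 in miR-379KO A and 5.69 in miR-379KO B. Summed by genotype, the share was 1.70 per 10000 in WT (SD 0.316, n = 2) and 0 in miR-379KO. Fisher's exact test on these libraries' reads gave a two-sided p of 0.305, and the exact permutation test over the 4 libraries gave a two-sided p of 0.33. At the WT share, 2.18 reads would be counted on average in the 2 miR-379KO libraries, and the binomial chance of counting 0 was 0.113. The difference in miR-379 chimeric reads was therefore not detectable at this depth. That share includes the Fis1 and Slc7a11 reads, whose miRNA segments match other loci, outside the deletion. With the Rprd2 read alone, which matches Mir379, 0.544 reads would be counted on average, and the chance of counting 0 was 0.580. The deletion removes 15 of the 21 nt of miR-379-5p, so a deleted Mir379 cannot give that read. miR-379-5p, with 3 chimeric reads, was under the minimum for edgeR's test. Without that minimum, its log2 fold change (WT over miR-379KO) was 3.41 (standard error 3.22, edgeR adjusted p = 0.954).
Chimeric reads of Fis1 with miR-379 numbered 2 in WT A, both of 1 distinct sequence, and 0 in WT B, miR-379KO A and miR-379KO B. The share in WT A was 1.23 per 10000 (95% Clopper-Pearson interval 0.148 to 4.43), and the upper bound in WT B was 5.13. Over both WT libraries the share was 0.850 per 10000 (SD 0.866, n = 2), against 0 in miR-379KO, with a two-sided p of 0.544 by Fisher's exact test, which compares these libraries. At that share 1.09 reads would be counted on average in miR-379KO, and the chance of counting 0 was 0.337. With only miRNA alignments of at least 16 nt, or only those without mismatch or gap, 0 chimeric reads of Fis1 with miR-379 were left in WT.
The Fis1 read was 112 nt long. Its bases 20 to 34, TGGTAGATTATGGAA, were aligned to bases 1 to 15 of miR-379-5p (TGGTAGACTATGGAACGTAGG) with the difference C8T, counted from 1 at the 5′ end of the miRNA. Its bases 88 to 112 matched Fis1. Bases 1 to 87, which include the miRNA segment, matched chromosome 6 of GRCm38 from 117921425 to 117921511 without mismatch, in an intron of Hnrnpf.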

One of these was *Fis1*, because we identified sequences at the 3′-UTR of *Fis1*, which hybridized with miR-379 following AGO2-IP in WT but not in miR-379KO MMC (Fig. 2a and Supplementary Table 1). We observed extensive sequence complementarity between miR-379 and the *Fis1* 3′-UTR (Fig. 2b). 

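The Fis1 part of the deposited chimeric read, TCTCCTGCACCCCTGTAGTCTACCT, has 1 exact match in GRCm38, on chromosome 5 from 136966108 to 136966132. It lies on the plus strand in the 3′-UTR of Fis1, annotated from 136966012 to 136966234 (223 nt). The site starts 97 nt after the last base annotated as coding sequence, 136966011, which need not include the stop codon. The genome reads CCTGTCCATCCTCACCATCGCCTTCCCTTT before the site and CTACAGTCTCCATGACCCCCAGCCTCTTAG after it, and at least part of the site is soft-masked as a repeat. The deposited score of the pair was 157 and its minimum free energy was -21.25, among pairs listed with scores of 56 to 205 and energies of -53.91 to -10.01, the unit of which the deposited values do not name.
Positions 2 to 7 of miR-379-5p pair with TCTACC, which the Fis1 segment holds. Both distinct chimeric reads of miR-379-5p in WT (2 of 2) held TCTACC in the target segment, against 189 of the 19064 other distinct chimeric reads of WT (0.991%; two-sided Fisher's exact test, p = 9.98e-05). In WT A alone it was 1 of 1 against 0.895%, and in WT B 1 of 1 against 1.27%. The 2 reads were listed as pairs with miR-379, and no listed pair has an energy above -10.01, while the other reads were not held to pairing with miR-379, so the comparison does not separate this selection from a seed match. With positions 2 to 8 (GTCTACC), the share of other reads fell to 0.105%. Over all miRNAs, 23.6% of the 29067 distinct chimeric reads held the match to positions 2 to 7 of their own miRNA, against 2.57% on average when miRNAs and targets were shuffled within each library. None of 100 shuffles reached the observed share (permutation p = 0.0099, the smallest they can give). The share was 21.0% against 2.28% shuffled in reads with a genome-contained miRNA segment, as in the Fis1 read, and 25.6% against 2.91% in reads without one. The shuffled pairs were likewise not held to that energy.
The paper names Fis1 a promising candidate because sequences of its 3′-UTR were found joined to miR-379 in WT but not in miR-379KO MMC, and gives the alignment in Fig. 2b for the pairing.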

We also detected significant enrichment of RNA-seq reads at the *Fis1* 3′-UTR following AGO2-IP in WT but not miR-379KO MMC (Fig. 2c). We confirmed the absence of miR-379 following AGO2-IP in miR-379KO MMC using quantitative PCR (qPCR) (Fig. 2d) and, conversely, we observed a significant increase in *Fis1* gene expression in miR-379KO MMC compared to WT MMC (Fig. 2e), suggesting *Fis1* is a bona fide target of miR-379. This was of interest, because FIS1 is a key mitochondrial protein^21,22^. We next performed luciferase reporter assays using a psiCheck2 vector in which we cloned the 3′-UTR of *Fis1*, which demonstrated that *Fis1* 3′-UTR luciferase activity was significantly decreased in MMCs treated with miR-379 mimic oligonucleotides (oligos) compared to negative control (NC) oligos in WT MMC (Fig. 2f). This decrease was not observed in cells transfected with the *Fis1* 3′-UTR vector harboring a mutation in the miR-379 binding site, further confirming *Fis1* to be a target of miR-379 (Fig. 2f).

**Fig. 2:**
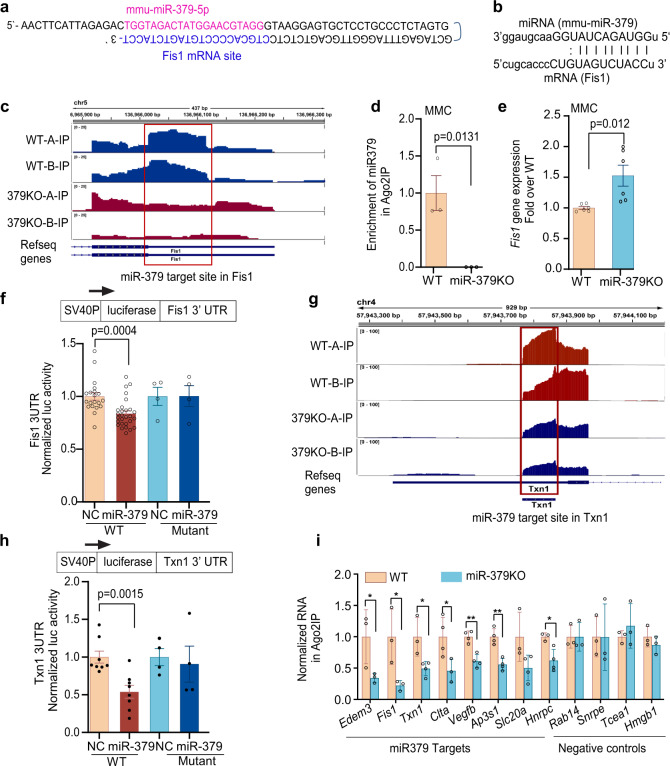
Identification of miR-379 targets. **a** Example of hybrid sequence of miR-379 in pink and Fis1 in blue. **b** Alignment of miR-379 and its target site in the Fis1 3′-UTR (miRanda; microRNA.org). **c** Enrichment of AGO2 IP-seq RNA reads at miR-379 target site in Fis1 3′-UTR in WT mouse mesangial cells (MMC), with notable reduction in miR-379KO MMC. Two independent samples (A and B) from WT MMC (WT-A-IP and WT-B-IP) and miR-379KO MMC (379KO-A-IP and, 379KO-B-IP) were examined. **d** Enrichment of miR-379 RNA in AGO-IP in MMC isolated from kidney glomeruli of WT mice and significant reduction in miR-379KO MMC (*n* = 3/group). **e** Significant increase of *Fis1* gene expression in miR-379KO MMC compared to WT MMC, suggesting Fis1 is a target of miR-379 (*n* = 6/group). **f** Significant decrease of WT Fis1 3′-UTR luciferase reporter activity by transfection with miR-379 mimic oligonucleotide, compared to mutant Fis1 3′-UTR reporter under similar conditions, further supporting Fis1 3′-UTR to a true target of miR-379. **g** Enrichment of AGO2 IP-seq RNA reads at the 3′-UTR of *Txn1* gene in WT MMC and its significant reduction in miR-379KO MMC. Two independent samples (A and B) from WT MMC (WT-A-IP and WT-B-IP) and miR-379KO MMC (379KO-A-IP and 379KO-B-IP) were examined. **h** Significant decrease of WT *Txn1* 3′-UTR luciferase reporter activity induced by miR-379 mimics, compared with no change in mutant *Txn1* 3′-UTR reporter by miR-379 mimics. NC, negative control mimic; miR-379, miR-379 mimic. **i** RT-qPCR validation of the expression of enriched candidate genes identified by AGO2 IP-seq. RNA expression of all eight candidate miR-379 targets tested was decreased in AGO2-IP from miR-379KO MMC compared to WT MMC. *Rab14*, *Snrpe*, *Tcea1*, and *Hmgb1* were used as negative controls because their enrichments in AGO2 IP-seq were not significantly changed between miR-379KO and WT MMC. Each dot indicates one biological repeat. Statistical analyses for two groups were performed by Student’s t-test, and for multiple comparisons one-way ANOVA with Tukey’s post hoc test was used. *P < 0.05, **P < 0.01. All data are presented as mean ± SEM.

From comparisons of AGO2-IP RNAs, besides *Fis1 (*Fig. 2c) encoding the mitochondrial fission protein FIS1^22–24^, we also examined other candidate targets of miR-379 with putative functions related to kidney disease. We confirmed *Edem3* as a target, which we previously identified^13^, and also identified interesting new candidate miR-379 target genes, including those encoding the redox protein *Txn1* (Fig. 2g), the growth factor *Vegfb*, the transporter protein *Slc20a1*, the RNA-binding protein *Hnrnpc*, the clathrin protein *Clta*, and the adapter protein *Ap3s1* (Supplementary Fig. 2a–e and Supplementary Table 2a, b).

Interestingly, Ingenuity pathway analyses (IPAs) of the RNA-seq data revealed pathways related to mitochondrial function (mitochondrial depolarization, transition, and permeability of mitochondria), as well as renal injury (renal ischemia, acute renal failure, glomerular injury, hypertrophy) were enriched in the differentially expressed genes between WT and miR-379KO MMC (Supplementary Fig. 3a, b). These data suggest that the targets of miR-379 are involved in processes related to mitochondrial and renal function.

We further validated *Txn1*, because it encodes a redox protein, thioredoxin, and we also detected significant enrichment of RNA-seq reads at the *Txn1* 3′-UTR following AGO2-IP in WT but not miR-379KO MMC (Fig. 2g). We again performed luciferase reporter assays using a psiCheck2 vector harboring the *Txn1* 3′-UTR, which showed that *Txn1* 3′-UTR luciferase activity was significantly decreased by miR-379 mimic oligos compared to NC in WT MMC. In contrast, we detected no change in cells transfected with a miR-379-binding site mutant *Txn1* 3′-UTR reporter luciferase vector, further confirming that *Txn1* is a real target of miR-379 (Fig. 2h). We also further validated the RNA-seq data from AGO2-IP RNAs by performing qPCR validations, which confirmed the significant decrease in enrichments of *Edem3*, *Fis1*, *Txn1*, *Clta*, *Vegfβ*, *Ap3s1*, and *Hnrnpc*, but not *Slc20a1* or NCs, in AGO2-IP from miR-379KO MMC compared to WT (Fig. 2i), verifying they are valid targets of miR-379. Among these, EDEM3 has a key role in regulating ER stress^14^, FIS1 functions in mitochondrial fission and quality control, including mitophagy^22,25^, and TXN1 has several roles, including antioxidant functions, all factors related to DKD^26^. Therefore, increased ER stress, mitochondrial dysfunction, and oxidative stress resulting from miR-379-mediated inhibition of its target genes *Edem3*, *Fis1*, and *Txn1*, respectively, may significantly contribute to DKD.

### miR-379KO MMC are protected from HG-induced mitochondrial dysfunction

As we identified the mitochondrial protein FIS1 as a miR-379 target, we compared mitochondrial function between WT and miR-379KO MMC using a Seahorse XF Cell Mito Stress test. In WT MMC treated with HG (25 mM), we observed a significant decrease in oxygen consumption rate (OCR) at basal respiration, ATP production rate, and maximal respiration compared to WT MMC treated with normal glucose (NG; 5.5 mM) (Fig. 3a, b). Interestingly, miR-379KO MMCs were significantly protected from this HG-induced decrease of mitochondrial function.

**Fig. 3:**
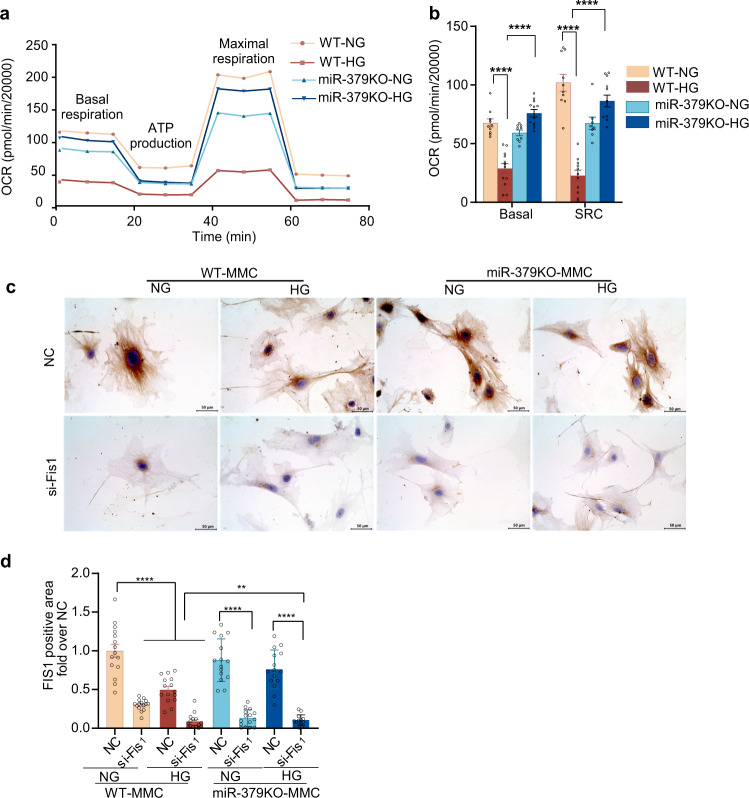
Mitochondrial function assays in MMC under normal and high-glucose conditions. **a** Seahorse XF Cell Mito Stress test for mitochondrial function at basal conditions, ATP production, and maximal respiration levels using MMC from WT or miR-379KO mice cultured with normal glucose (NG, 5.5 mM) or high glucose (HG, 25 mM) for 72 h. **b** Oxygen consumption rates (OCRs) were calculated in basal and spare respiratory capacity (SRC) levels in NG and HG condition (20,000 cells per well of 96-well assay plate). **c** Representative images of IHC staining to detect FIS1 expression (brown color) in negative control (NC) and Fis1 siRNA (si-Fis1)-transfected MMC from WT or miR-379KO mice cultured with NG or HG. **d** Bar graph quantifications showing significant reduction in FIS1 levels in si-Fis1-transfected NG- or HG-treated WT and miR-379KO MMC compared to NC, and significant decrease in FIS1 levels in HG-treated WT MMC but not miR-379KO MMC (*n* = 15 cells/group). The in vitro experiments were performed with at least three biological replicates. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. **P < 0.01, ****P < 0.0001. All data are presented as mean ± SEM. NC, negative control siRNA. si-Fis1, Fis1 siRNA.

As we previously showed miR-379 is upregulated by HG in MMC^13^, we next tested whether HG treatment reduces levels of the miR-379 target, namely the mitochondrial protein FIS1 and whether a loss of FIS1 (by HG or Fis1 siRNA treatment) affects mitochondrial quality and health. We transfected WT MMC with siRNA-targeting *Fis1* (si-Fis1) and verified reduction in FIS1 protein levels by immunohistochemical (IHC) staining relative to NC siRNA (Fig. 3c). Significant reduction of FIS1 by the *Fis1* siRNA was observed in both WT and miR-379KO MMC (Fig. 3c, d, si-Fis1). We found that FIS1 expression was also significantly decreased in WT MMC treated with HG (Fig. 3c, d, WT MMC), further supporting *Fis1* as a target of miR-379 and this is in line with our earlier data showing miR-379 is upregulated by HG^13^. On the other hand, no significant decrease of FIS1 was detected in miR-379KO MMC treated with HG (miR-379KO HG-NC), as compared to WT MMC HG-NC vs. the respective NG-treated cells (Fig. 3c, d). These results are consistent with the Seahorse results showing that mitochondrial activity is maintained at higher levels in miR-379KO MMC even under HG conditions (Fig. 3a, b).

To strengthen the results in Fig. 3a, b demonstrating the effects miR-379-mediated loss of FIS1 on mitochondrial function, we transfected WT and miR-379KO MMC with the DsRed2-Mito-7 plasmid, which fluorescently labels mitochondria with red emission spectra (Fig. 4a and quantification in Fig. 4c). The MMC were also transfected with a NC siRNA or si-Fis1. Under HG conditions, mitochondrial signal intensity was significantly reduced compared to NG conditions in both WT-MMC and miR-379KO MMC. However, the degree of reduction of mitochondrial signal intensity was much lesser in miR-379KO MMC (Fig. 4a, NC, upper panel, and Fig. 4c). Moreover, although Fis1 siRNA reduced mitochondrial signal intensity significantly in WT MMC in NG and HG, Fis1 siRNA elicited more significant changes in miR-379KO MMC in HG than in NG (Fig. 4a, si-Fis1 lower panel, and Fig. 4c). These results demonstrate that a combination of HG and si-Fis1 promotes more mitochondrial dysfunction in miR-379KO MMC, unlike in WT MMC, and further support the notion that miR-379-mediated loss of Fis1 promotes mitochondrial dysfunction.

**Fig. 4:**
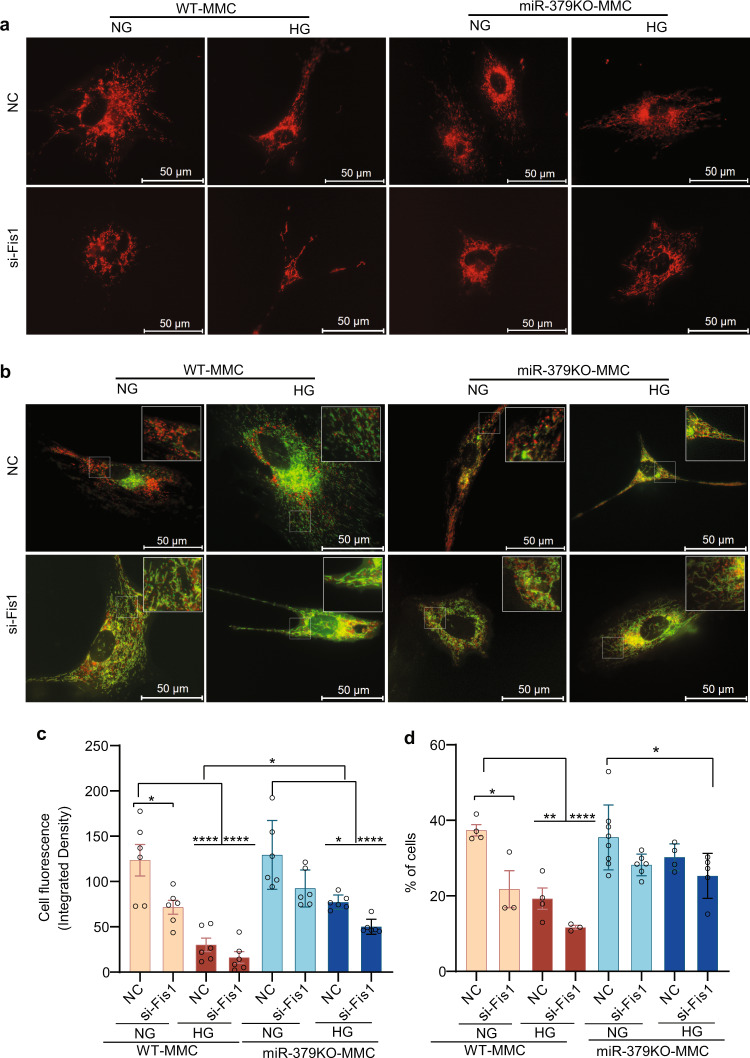
Mitochondrial dysfunction and mitophagy assays in MMC under normal and high-glucose conditions. **a** Representative images of WT and miR-379KO MMC transfected with the DsRed2-Mito-7 plasmid, which fluorescently labels mitochondria with red emission spectra (quantification in **c**). WT and miR-379KO MMC treated with NC siRNA or Fis1 siRNA were transfected with DsRed2-Mito-7 reporter. Upper panel (with NC siRNA): in HG conditions (25 mM glucose), mitochondrial signal intensity (red fluorescence) was significantly reduced compared to NG (5.5 mM glucose) conditions in both WT and miR-379KO MMC, but to a lesser extent in miR-379KO MMC. Lower panel: with si-Fis1: WT-MMC cells treated with si-Fis1 show decreased intensity in mitochondrial fluorescent signals in NG and HG conditions. miR-379KO MMC with si-Fis1 under HG conditions depicted more significant changes than under NG conditions. The degree of reduction of fluorescence (mitochondrial quality) under HG conditions was much lower in miR-379KO MMC compared to WT MMC. **b** Representative images showing adaptive mitophagy in MMC examined by expressing the pCLBW-cox8-EGFP-mCherry reporter (quantification in **d**). WT and miR-379KO MMC MMC treated with NC siRNA or Fis1 siRNA were transfected with pCLBW-cox8-EGFP-mCherry and then treated with HG (25 mM) or NG (5.5 mM) for 5 days at 37 °C and 5% CO_2_. Upper panels (with NC siRNA): adaptive mitophagy shows marked decrease in WT-MMC after 5 days of HG treatment (decrease in red mCherry fluorescence) but not in NG; lower panels (with si-Fis1): Fis1 siRNA significantly reduced mitophagy in WT MMC in NG and HG conditions, but no significant changes were detected in miR-379KO MMC even under HG conditions. Adaptive mitophagy was significantly reduced only in miR-379KO MMC treated with Fis1 siRNA in HG conditions relative to NC under NG conditions. **c** Bar graph quantification of DsRed2-Mito-7 staining data (shown in **a**) based on analysis of integrated density (*n* = 6 cells/group). **d** Bar graph of quantitative analysis of the number of red-only puncta per cell from data in **b** (*n* = 3–8 cells/group). These in vitro experiments in MMC were performed with at least three biological replicates. One-way ANOVA with Tukey’s post hoc tests for multiple comparisons in panels **c** and **d**. *P < 0.05, **P < 0.01, ****P < 0.0001. All data are presented as mean ± SEM. NC, negative control siRNA. si-Fis1, Fis1 siRNA. Scale bar, 50 µm.

Increasing evidence shows that, although FIS1 is a mitochondrial fission protein, FIS1 can promote adaptive mitophagy to clear damaged mitochondria and is thus important for preserving mitochondrial function and health^23,24,27^. As miR-379 deficiency improved mitochondrial function in MMC and, conversely, siRNA-induced reduction of its mitophagy-related target *Fis1* appeared to worsen mitochondrial function, we next examined whether MMC from miR-379KO mice display better mitochondrial quality and health through adaptive mitophagy under diabetic conditions, compared to WT. Tandem fluorescent-tagged inner mitochondrial membrane protein COX8 (Cox8-GFP-mCherry) reporter monitors mitophagy-based on different pH stability of green fluorescent protein (GFP) and mCherry fluorescent proteins^23,27^. Under steady normal states, cells depict yellow signals in mitochondrial regions, i.e., red (mCherry) plus green (GFP) fluorescence. Under conditions triggering mitophagy, mitochondria are delivered to acidic lysosomes (adaptive mitophagy) where GFP signal is reduced due to its sensitivity to the acidic environment, but mCherry fluorescence remains stable. To monitor the role of Fis1 in adaptive mitophagy (to clear damaged mitochondria), WT and miR-379KO MMC that were again transfected with either a NC siRNA or Fis1 siRNA were transfected with the pCLBW-Cox8-EGFP-mCherry (reporter for mitophagy) and treated with HG (25 mM) or NG (5.5 mM) for 5 days and monitored on day 5. Upper panel in Fig. 4b (NC) and bar graph quantification in Fig. 4d show that, relative to NG conditions, adaptive mitophagy (red fluorescence) was significantly decreased in WT-MMC after 5 days of HG treatment. However, no significant decrease of mitophagy was detected in the miR-379KO MMC treated with HG vs. NG (Fig. 4b, NC, upper panel, and quantification in Fig. 4d). The lower panel of Fig. 4b (si-Fis1) and quantification in Fig. 4d show that, although Fis1 siRNA significantly reduced mitophagy in WT MMC in both NG and HG (vs. corresponding NC siRNA), no significant changes were detected in miR-379KO MMC with si-Fis1 vs. NC siRNA (maintaining high levels of mitophagy). Thus, mitophagy was significantly reduced in WT MMC under HG conditions vs. NG with or without Fis1 siRNA. On the other hand, adaptive mitophagy was reduced only in miR-379KO MMC treated with Fis1 siRNA in HG conditions but not in NG conditions, demonstrating that only a combination of Fis1 siRNA and HG reduces adaptive mitophagy in miR-379KO MMC (Fig. 4b, d). Thus, miR-379KO MMC are more resistant to HG treatment than WT MMC and maintain good quality of mitochondria. Together, these results suggest that adaptive mitophagy is regulated through Fis1 targeted by miR-379 in MMC, and that reduction of adaptive mitophagy due to increased miR-379 in diabetes leads to reduced mitochondrial quality and contributes to mitochondrial dysfunction.

In addition to these parameters of mitophagy and mitochondrial quality/function, we also measured some parameters of autophagy, which is associated with mitophagy. We measured protein expression of ATG5 and P62 (autophagy-related proteins) in mouse kidney glomeruli using IHC staining (Supplementary Fig. 4). ATG5 levels were significantly lower in glomeruli from diabetic WT mice compared to nondiabetic WT mice, whereas no significant changes were observed in miR-379KO mice (diabetic vs. nondiabetic). P62 levels were significantly higher in glomeruli from diabetic WT mice compared to nondiabetic WT mice, but these differences were not observed in diabetic miR-379KO mice vs. corresponding nondiabetic miR-379KO mice.

Taken together, these results indicate that autophagy and related adaptive mitophagy are decreased in MMC from diabetic WT mice relative to diabetic miR-379KO mice. Increased miR-379 under diabetic conditions may promote mitochondrial dysfunction, at least in part by the reduction of its newly identified target *Fis1*.

### miR-379KO mice are protected from diabetes-induced weight loss

To next characterize the in vivo role of miR-379 in diabetes, we used STZ injections to induce insulin-dependent diabetes in male WT and miR-379KO mice according to protocols of the NIDDK DiaComp consortium^28^ (Supplementary Fig. 5), and then measured various metabolic parameters of diabetes at 1, 6, and 24 weeks after diabetes onset (Fig. 5). Male mice were used because female mice do not consistently develop diabetes with the multiple low dose STZ injection protocol used^29,30^. Blood glucose levels were monitored and measured at regular intervals (Supplementary Fig. 5b) and mice were killed at 1, 6, or 24 weeks post diabetes. There was no significant difference in the incidence of diabetes between WT and miR-379KO mice. Non-fasting blood glucose levels were significantly higher at individual time points in both WT and miR-379KO diabetic mice compared to their respective nondiabetic controls (Fig. 5a). The average body weight over the period of 24 weeks of diabetes was significantly lower in WT-STZ mice compared to WT nondiabetic controls (Fig. 5b). On the other hand, despite persistent hyperglycemia, body weight loss observed in the WT-STZ mice was significantly ameliorated in miR-379KO-STZ mice, their weights being significantly higher compared to WT-STZ mice at 1, 6, and 24 weeks (Fig. 5b). We performed body composition analysis, which showed that both total body fat and lean mass were significantly reduced over time in WT-STZ mice compared to nondiabetic controls; in contrast, miR-379KO-STZ mice did not display significant reduction in body fat and lean mass (Fig. 5c, d). This protection from diabetes-induced loss of muscle mass in the miR-379KO-STZ mice suggests a key role of miR-379 also in diabetes-induced muscle atrophy.

**Fig. 5:**
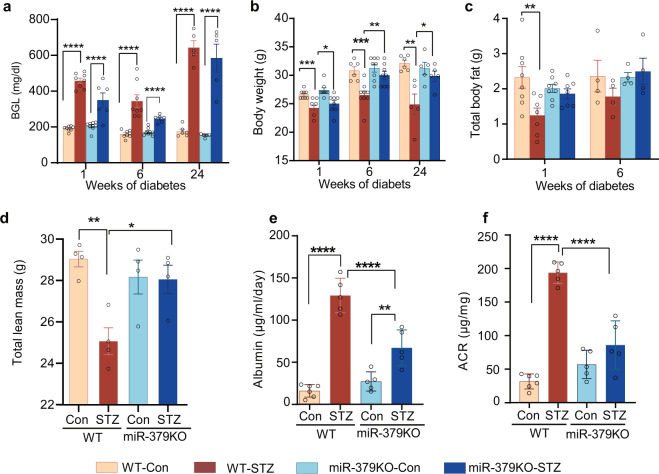
Physiological parameters of diabetic and nondiabetic mice. **a** Diabetes was induced in WT and miR-379KO mice by STZ injections as described in the “Methods.” Non-fasting blood glucose levels (BGL) in WT and miR-379KO mice at indicated time periods during 24 weeks after diabetes onset compared to control (Con) (*n* = 5/group). **b**–**d**, Body weights and body composition analysis using Echo/MRI system. **b** Body weight (*n* = 8/group, *n* = 6–9/group, and *n* = 5–6/group for 1, 6, and 24 weeks post diabetes onset, respectively). **c** Total body fat (*n* = 8 and *n* = 4 for 1 and 6 weeks of diabetes, respectively). **d** Total lean mass (*n* = 4 for 6 weeks of diabetes). **e**, **f** Kidney function (urine albumin excretion) was examined using ELISA in 24 h urine collections after 24 weeks of diabetes. **e** Urine albumin level (*n* = 4–5/group). **f** Albumin/creatinine ratio (ACR) (*n* = 4–5/group). Each dot indicates the value from each mouse. One-way ANOVA with post hoc Tukey’s test for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All data are presented as mean ± SEM.

We next measured metabolic parameters (food, water intake, and movement) and found that they were not significantly different between WT and miR-379KO mice (Supplementary Fig. 6a–c), suggesting that weight loss in WT-STZ mice may not be because of any altered behavior (eating, drinking, or moving). There were also no significant differences in oxygen consumption (VO_2_) or CO_2_ production (VCO_2_) (Supplementary Fig. 6d, e). We measured respiratory exchange rates (RERs) to determine the fuel source in all the four groups of mice, which indicated that fat is the pre-dominant fuel source in both diabetic WT and miR-379KO mice, as they had lower RER compared to their nondiabetic controls (Supplementary Fig. 6f). However, there were no differences between WT and KO mice. Altogether, these data suggest that miR-379 may contribute to metabolic abnormalities, because miR-379KO mice were protected from body weight loss and muscle atrophy in diabetes.

### miR-379KO mice are protected from diabetes-associated albuminuria

As the targets of miR-379 have potential renoprotective properties, we next examined whether miR-379KO mice exhibit renal protection in diabetes. To examine the effects of miR-379 loss on kidney function, we measured albumin and creatinine levels in 24 h urine samples collected from control and STZ-injected diabetic WT and miR-379KO mice at 6 and 24 weeks after diabetes onset. Increased albumin excretion is widely considered to reflect underlying glomerular dysfunction in diabetic mice; measures of the albumin/creatinine ratio (ACR) control for variations in urine flow. At 6 weeks post diabetes induction, there were no differences in albuminuria or creatinine levels among any groups of mice, as expected in this C57BL6 mouse model. However, at 24 weeks post diabetes induction, average urine albumin levels were significantly increased in WT-STZ mice compared to nondiabetic controls and this was significantly attenuated in miR-379KO-STZ mice (Fig. 5e). Consistent with this, at 24 weeks, ACR was ~8-fold higher in WT-STZ mice than in nondiabetic controls and this increase was significantly attenuated in miR-379KO-STZ mice compared to WT-STZ mice (Fig. 5f).

### miR-379KO mice are protected from diabetes-induced glomerular hypertrophy and ECM accumulation

Glomerular lesions and early glomerular hypertrophy are among the most significant alterations in both early and late stages of DKD. As miR-379KO mice were protected from diabetes-induced albuminuria, to further define the relationship to renal histology, we prepared kidney cortical sections from STZ-injected and control-vehicle injected WT and miR-379KO mice. We used Periodic Acid–Schiff (PAS) staining to detect ECM accumulation and Masson’s Trichrome staining to assess kidney fibrosis. WT-STZ mice showed significant increase in mesangial matrix expansion compared to nondiabetic controls at 6 and 24 weeks of diabetes onset (Fig. 6a, b). Moderate glomerular tuft and tubulointerstitial fibrosis were observed in WT-STZ mice after 24 weeks of diabetes onset (Fig. 6c). Notably, all these increases related to DKD were ameliorated in miR-379KO-STZ mice (Fig. 6a–c). These results show that diabetic miR-379KO-STZ mice experience reduced severity in key features of early DKD, suggesting miR-379KO mice are protected from DKD.

**Fig. 6:**
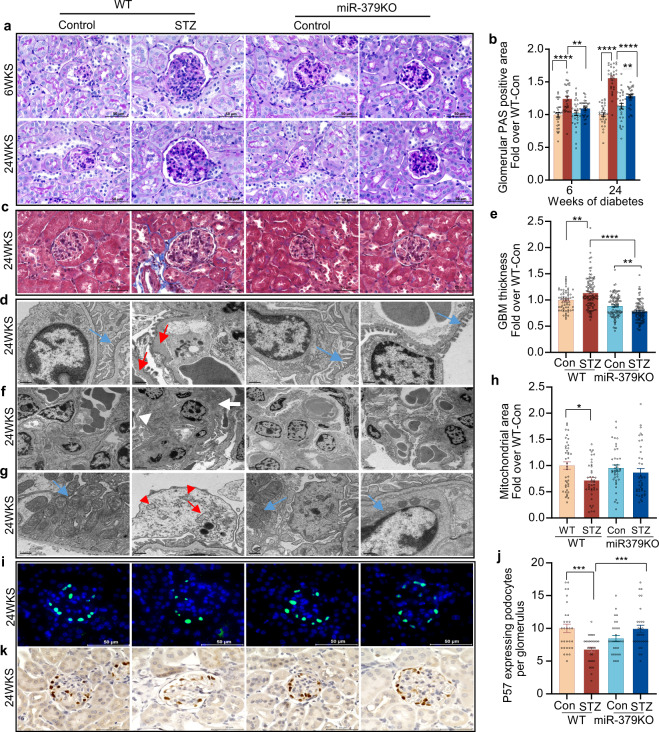
Histological evaluation of kidney cortex samples from WT and miR-379KO mice (control and diabetic). **a** PAS (Periodic acid–Schiff stain) staining in control mice and diabetic mice at 6 and 24 weeks after diabetes onset. Representative images show glomerular mesangial area and extracellular matrix (ECM) accumulation. **b** Quantitative analysis of PAS-positive glomerular areas at 6 and 24 weeks post diabetes induction (*n* = 30 glomeruli/group). **c** Masson’s trichrome staining to detect fibrosis in WT and miR-379KO mice 24 weeks after diabetes onset. Representative images show fibrosis (blue color) in WT-STZ mice that is reduced in miR-379KO mice. Scale bar, 50 µm. **d** Representative images of the glomerular basement membrane (GBM) and podocyte structure using transmission electron microscopy (TEM). Representative TEM images show GBM thickness (Red arrow) and podocyte foot process effacement in WT-STZ mice, whereas these were not observed in miR-379KO-STZ mice (intact podocyte foot processes, blue arrow). Scale bar, 2 µm. **e** Quantitative analysis of GBM (*n* = 64–100 measurements/group). **f** Excessive mesangial expansion (white arrows) in WT-STZ mice at 24 weeks after diabetes onset. Scale bar, 0.5 µm. **g** Representative transmission electron micrographs of mitochondrial structure at 24 weeks after diabetes onset. Regular internal structure and elongated mitochondria (blue arrow), mitochondrial disrupted cristae (red arrow). **h** Quantitative analysis of mitochondrial area in each condition (*n* = 40 measurement/group). Scale bar, 0.5 µm. Results are expressed as fold over WT-Con. **i** Representative images show immunofluorescence staining to detect glomerular p57-positive podocytes (green) and nucleus (blue) at 24 weeks after diabetes onset. Scale bar, 50 µm. **j** Quantitative analysis of p57-positive podocytes at 24 weeks after diabetes onset (*n* = 30 glomeruli/group). Results are expressed as fold over WT-Con. **k** IHC staining for p57-positive podocytes (brown). Scale bar, 50 µm. One-way ANOVA with post hoc Tukey’s test for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All data are presented as mean ± SEM.

### miR-379KO mice are protected from diabetes-associated GBM thickening and podocyte foot process effacement

We next used transmission electron microscopy (TEM) to examine glomerular structure in STZ- and control-treated WT and miR-379KO mice at 24 weeks after diabetes onset. Nondiabetic WT controls showed uniformly thin GBMs and normal structures of podocytes, and their foot processes; in contrast, WT-STZ mice exhibited thickening of the GBM and podocyte foot process effacement as expected (Fig. 6d). Nondiabetic miR-379KO mice also exhibited normal glomerular structures that were like WT control mice. However, the GBM thickening and podocyte foot process effacement observed in WT-STZ mice were abrogated in miR-379KO-STZ mice (Fig. 6d). Quantitative analysis confirmed that the GBM was significantly thinner in miR-379KO-STZ mice than in WT-STZ mice (Fig. 6e). Furthermore, WT-STZ mice developed excessive mesangial expansion with electron-dense deposits, which was attenuated in miR-379KO-STZ mice at 24 weeks after diabetes onset (Fig. 6f). Our TEM examination also showed the presence of abnormal mitochondrial structures and disrupted mitochondrial cristae in the glomeruli of WT-STZ mice, which were ameliorated in miR-379KO-STZ (Fig. 6g). Quantitative analysis also showed that the average mitochondrial area was smaller in WT-STZ mice compared to nondiabetic mice, but this reduction in area size was not observed in miR-379KO-STZ relative to corresponding nondiabetic mice (Fig. 6h).

Furthermore, a marker of podocytes (p57) was examined by immunofluorescence (IF) staining at 24 weeks after diabetes onset (Fig. 6i). The number of podocytes as detected by nuclear green fluorescent staining (p57) was lower in WT-STZ mice compared to WT Control, verifying podocyte loss in diabetic mice. Quantification of the IF data showed this podocyte loss was significantly attenuated in miR-379KO-STZ mice (Fig. 6j). IHC staining of p57 also showed decreased podocyte number in WT-STZ mice compared to WT-Con, which was reversed in the miR-379KO mice (Fig. 6k).

### Diabetes-induced increase in the expression of *Chop* and key cluster miRNAs are reduced in miR-379KO mice

In our previous study, we found that miR-379 megacluster consists of about 40 other miRNAs besides miR-379, which is the first miRNA located at the 5′-end of the cluster^13^. Therefore, to determine whether loss of miR-379 affects some of the other downstream miRNAs in this cluster, we used real-time qPCR (RT-qPCR) to measure their expression in glomeruli isolated from STZ and control WT and miR-379KO mice. Compared to WT controls, in the glomeruli of WT-STZ mice, we found significant increases in the expression of candidate megacluster miRNAs, miR-379, miR-377, and miR-495. In contrast, these miRNAs were not increased in the glomeruli of diabetic miR-379KO-STZ mice at 6 (Fig. 7a) or 24 weeks (Fig. 7b), after the onset of diabetes.

**Fig. 7:**
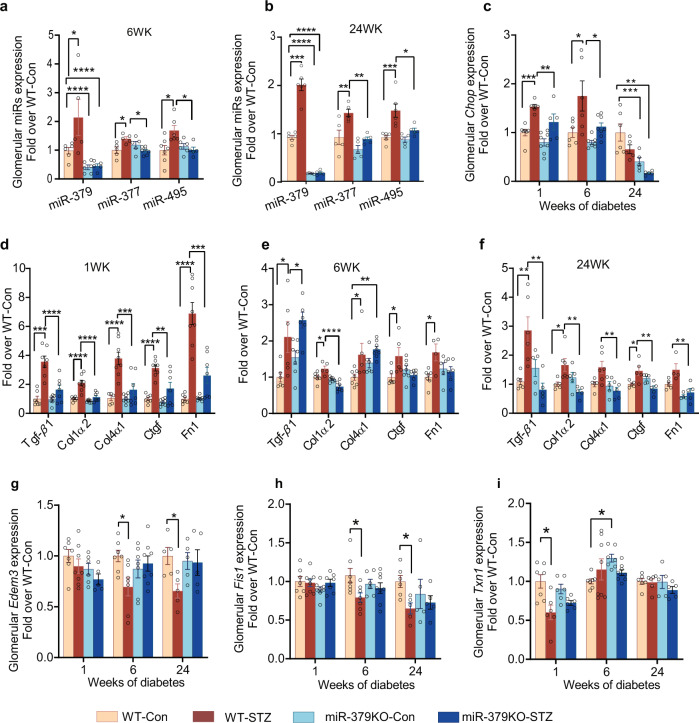
Glomerular expression of cluster miRNAs, profibrotic genes, and miR-379 target genes in WT and miR-379KO mice. **a**, **b** Expression of indicated miRNAs (miRs) in control and STZ-treated WT and miR-379KO mice at **a**, 6 and **b**, 24 weeks after diabetes onset (*n* = 4–6/group). **c** Expression of glomerular *Chop*, an ER stress-responsive transcription factor (*n* = 5–8/group, *n* = 6–8/group, and *n* = 5–6/group for 1, 6, and 24 weeks of diabetes, respectively). Results are expressed as fold over WT-Con, after normalization with internal control U6. **d**–**f** Glomerular expression of profibrotic genes, *Tgf-β1*, *Col1a2*, *Col4a1*, *Ctgf*, and *Fn1* at 1, 6, and 24 weeks (**d**–**f**) after diabetes onset (*n* = 5–8/group, *n* = 5–8/group, and *n* = 5–6/group for 1, 6, and 24 weeks of diabetes, respectively). **g**–**i** Glomerular expression of miR-379 target genes. **g** *Edem3*, **h** *Fis1*, and **i** *Txn1* were measured in WT and miR-379KO mice (*n* = 5–8/group, *n* = 6–8/group, and *n* = 5–6/group at 1, 6, and 24 weeks of diabetes, respectively). Results are expressed as fold over WT-Con, after normalization with internal control *Cypa*. Each dot indicates the value from each mouse. Statistical analyses were performed by one-way ANOVA with post hoc Tukey’s test for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All data are presented as mean ± SEM.

We next examined the expression of *Chop*, which encodes the ER stress-responsive CHOP [CCAAT/enhancer-binding protein (C/EBP) homologous protein] that we previously identified to control the miR-379 megacluster and its host lncRNA^13^. We measured *Chop* gene expression in glomeruli isolated from STZ- and control-treated WT and miR-379KO mice. *Chop* expression was upregulated in the glomeruli at 1 and 6 weeks after diabetes onset but returned to normal levels at a later stage (24 weeks) (Fig. 7c). This diabetes-induced upregulation of *Chop* was however attenuated in miR-379KO-STZ compared to WT-STZ at 6 weeks and was even lower than normal at 24 weeks. This suggests that deletion of miR-379 may abrogate auto-upregulation of the miR-379 cluster in a unique fashion through the EDEM3–ER stress–CHOP axis^13^.

### Diabetes-induced expression of profibrotic genes is reduced in miR-379KO mice

To determine the role of profibrotic genes in the observed phenotype of miR-379KO-STZ mice showing protection from fibrosis and ECM accumulation, we next used RT-qPCR to measure the expression of *Tgf-β1*, collagens (*Col1α2* and *Col4α1*), connective tissue growth factor (*Ctgf*), and fibronectin (*Fn1*) in glomeruli isolated from STZ- and control-treated WT and miR-379KO mice. As expected, in WT-STZ mice, diabetes increased the expression of these profibrotic genes at 1, 6, and 24 weeks (Fig. 7d–f) after diabetes onset. This upregulation was significantly attenuated in miR-379KO-STZ mice at these time points (Fig. 7d–f). These results suggest that the genetic deletion of miR-379 attenuates glomerular fibrosis and ECM accumulation due to downregulation of key profibrotic genes in diabetic mice.

### Diabetes-induced reduction in the expression of miR-379 target genes is restored in miR-379KO mice

To determine putative connections between the key identified candidate miR-379 target genes and the phenotypes/gene expression seen in vivo in the diabetic miR-379KO-STZ mice, we used RT-qPCR to measure the expression of miR-379 target genes in glomeruli isolated from STZ- and control WT and miR-379KO mice. *Edem3* gene expression was significantly decreased in WT-STZ mice, but restored in miR-379KO-STZ mice, compared to their respective nondiabetic controls at 6 and 24 weeks after diabetes onset (Fig. 7g). These results are consistent with our previously published results, which showed decreased *Edem3* gene expression in STZ-induced and db/db diabetic mice^13^. In the current study, we identified *Fis1* and *Txn1* as new targets of miR-379. The expressions of both *Fis1* and *Txn1* were significantly decreased in WT-STZ mice, but not in miR-379KO-STZ mice, compared to their respective nondiabetic controls at 6 and 24 weeks after diabetes (for *Fis1*) and at 1 week post diabetes for *Txn1* (Fig. 7h, i). In general, the alterations in the levels of these targets were relatively mild and not statistically significant at some time points, likely because the glomeruli are heterogenous and include other cell types, such as podocytes and endothelial cells, besides mesangial cells.

To verify that the differential gene expression is accompanied by differential protein expression of these miR-379 targets in the glomerular compartments, we used IHC. We stained kidney cortex sections isolated from STZ- and control WT and miR-379KO mice with respective antibodies to detect EDEM3, FIS1, and TXN1 at 6 and 24 weeks after diabetes onset (Fig. 8). The average EDEM3-positive glomerular area was significantly smaller in WT-STZ mice compared to nondiabetic controls; this decrease was reversed in miR-379KO-STZ mice (Fig. 8a, b). FIS1-positive glomerular area also showed a significant decrease in WT-STZ mice, which was attenuated in miR-379KO-STZ mice (Fig. 8c, d). TXN1 staining was weaker in both the cytoplasm and nucleus in glomeruli of WT-STZ mice compared to WT nondiabetic mice, but significantly higher in miR-379KO-STZ than WT-STZ mice (Fig. 8e, f).

**Fig. 8:**
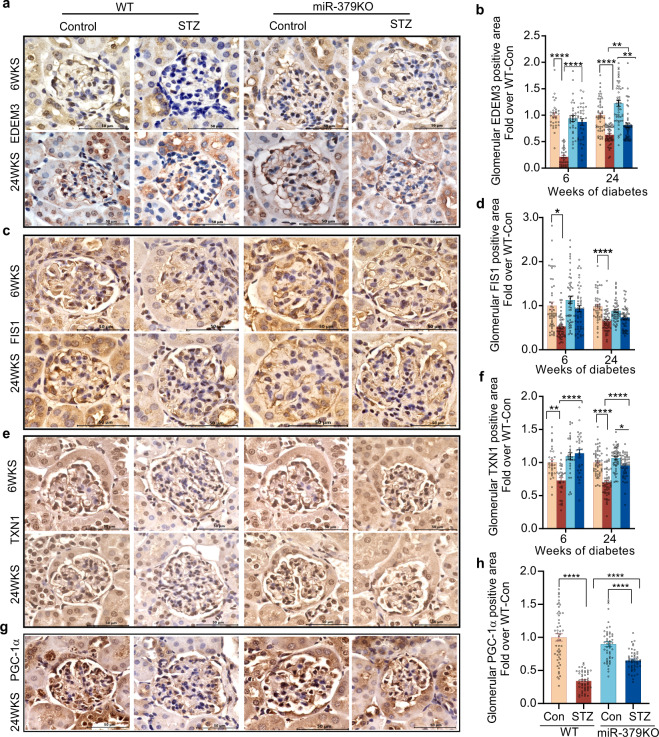
Immunohistochemical staining and quantitative analysis of miR-379 target proteins. **a**, **b** EDEM3 (*n* = 32 and 50 glomeruli/group for 6 and 24 weeks, respectively), **c**, **d** FIS1 (*n* = 50 glomeruli/group), **e**, **f** TXN1 (*n* = 30 and 50 glomeruli/group for 6 and 24 weeks, respectively), and **g**, **h** PGC-1a (*n* = 50 glomeruli/group) protein in kidney cortex sections from WT and miR-379KO mice at 6 and 24 weeks after diabetes onset. Scale bar, 50 µm. Bar graph results are expressed as fold over WT-Con. Statistical analyses were performed by one-way ANOVA with post hoc Tukey’s test for multiple comparisons. *P < 0.05, **P < 0.01, ****P < 0.0001. All data are presented as mean ± SEM.

To further evaluate relations to mitochondrial function and biogenesis, we measured glomeruli peroxisomal proliferator-g coactivator-1a (PGC-1a) expression using IHC staining. PGC-1a is a major regulator or mitochondrial function and biogenesis. The results showed a significant decrease in glomerular PGC-1a levels in WT-STZ mice compared to nondiabetic controls. This reduction was significantly reversed in miR-379KO-STZ mice (Fig. 8g, h).

As we focused mainly on changes in glomeruli in vivo and in mesangial cells in vitro, to verify the above observed changes in these cells, we isolated MMC from the kidney glomeruli of normal mice and treated them with NG or HG as described in the “Methods” section. Then, cells were fixed and stained by IF with antibodies to EDEM3 and FIS1. Results from IF staining confirmed decreased expression of EDEM3 and FIS1 in the WT-MMC treated with HG vs. NG, but this decrease was clearly attenuated in miR-379KO-MMC. Notably, basal EDEM3 levels in miR-379KO MMC were significantly higher than WT MMC in NG conditions (Supplementary Fig. 7a–d).

To rule out the background and reveal nonspecific binding, normal kidney cortex sections were stained without primary antibodies for EDEM3, FIS1, TXN1, and PGC-1. No significant staining was detected without primary antibody (Supplementary Fig. 8).

Taken together, all these results indicate that deletion of miR-379 in mice plays a significant role in protecting renal glomerular cells (and possibly tubular cells) from mitochondrial dysfunction, ER and oxidative stress, and also in attenuating key features DKD progression, as well as weight loss in STZ-injected diabetic mice.

## Discussion

miR-379 is the most upstream miRNA in the miR-379 megacluster of miRNAs hosted by the lncRNA, lncMGC, which plays a role in early DKD^13^. In this study, we examined the in vivo role of miR-379 in the pathogenesis of DKD by studying the phenotype of miR-379KO mice, which we created using CRISPR-Cas9 editing. Although miR-379KO mice showed no apparent defects or detectable phenotypes under normal conditions, however, when rendered diabetic, they depicted protection from features of DKD, including albuminuria, glomerular hypertrophy, and fibrosis. It is interesting that the miR-379KO mice exhibited phenotypic variation only in response to a challenge (diabetes in this setting). This has also been seen in other single miRNA KO mice^31,32^, which may be because deletion of one miRNA does not critically affect embryonic or tissue development (due to compensation by other miRNAs/processes) but is however important for kidney disease progression likely due to functions of critical targets of the specific miRNA (miR-379).

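Chimeric reads of the 8 candidate targets the paper examined (Edem3, Fis1, Txn1, Vegfb, Slc20a1, Hnrnpc, Clta and Ap3s1) and of its 4 negative controls (Rab14, Snrpe, Tcea1 and Hmgb1) were counted in the 4 AGO2-CLASH libraries. Fis1 was the 1 gene of these 12 listed with miR-379. With any miRNA, 5 of the 8 candidates and 3 of the 4 negative controls were listed. Edem3 had 1 chimeric read, in WT A, with a 12 nt alignment to another miRNA in a genome-contained segment. Slc20a1 had 5 chimeric reads in WT A and 1 in miR-379KO B. Hnrnpc had 4 in WT A and 1 in miR-379KO A, and Clta had 1, in miR-379KO A. Txn1, Vegfb and Ap3s1 had 0 in each library. Among the negative controls, Rab14 had 5 chimeric reads in WT A, 2 in WT B, 1 in miR-379KO A and 1 in miR-379KO B. Tcea1 and Hmgb1 had 1 each, in WT A, and Snrpe had 0. The candidates summed to 12 chimeric reads in WT and 3 in miR-379KO, and the negative controls to 9 and 2. By two-sided Fisher's exact test on reads summed by genotype, the smallest p over the 12 genes was 0.352 (Clta), and 0 genes had a p under 0.05 before or after Benjamini-Hochberg adjustment over the list. For the 9 genes with 2 reads or fewer in total, this test cannot give a p under 0.05 at these totals. At 6 reads in WT and 0 in miR-379KO, Fisher's exact test gives a two-sided p of 0.0967. Slc20a1 and Hnrnpc, with no more reads than that in total, could therefore not pass as higher in WT either. The test thus could not call any of the 8 candidates in the direction of a miR-379 target. With miRNA alignments of at least 16 nt, Slc20a1 and Hnrnpc were left with 1 chimeric read each in WT and 1 each in miR-379KO. For genes without a read, the depth does not show that hybrids are absent.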

Using an AGO2-CLASH strategy in MMC from WT and miR-379KO mice, we identified several new targets of miR-379, while also confirming a previously identified target, *Edem3*^13^. We observed that the levels of key targets of miR-379 such as *Edem3*, *Fis1*, and *Txn1* were significantly reduced in WT diabetic mice compared to nondiabetic mice. However, their levels were restored in miR-379KO diabetic mice. EDEM3 is implicated in protection from ER stress^14^, FIS1 can promote adaptive mitophagy to preserve mitochondrial health^22^, whereas TXN1 is a known antioxidant^26,33^, which binds to and inactivates thioredoxin-interacting protein (TXNIP), a potent pro-oxidant. Thus, miR-379-mediated downregulation of these protective factors could be a mechanism by which miR-379KO mice are protected from DKD induced by ER stress, mitochondrial dysfunction, and oxidant stress (Fig. 9). These results are consistent with our previous report demonstrating that inhibition of lncMGC (host RNA of the miR-379 megacluster) by GapmeR antisense oligos reduced the expression of miR-379 and protected mice from early features of DKD through prevention of ER stress^13^. Our current study provides unequivocal evidence for the pathological role of endogenous miR-379. Importantly, we also demonstrate how miR-379 may mediate a pro-DKD phenotype by directly targeting genes such as *Fis1*, *Txn1* and *Edem3*.

**Fig. 9:**
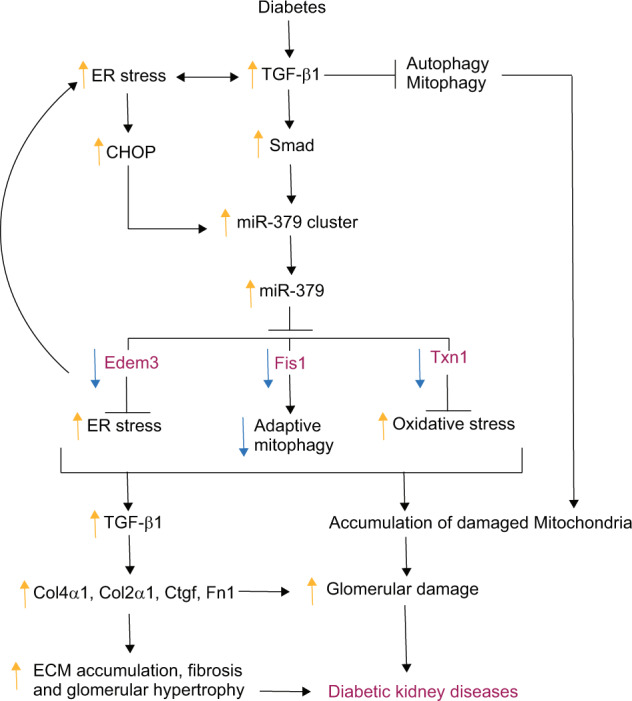
Proposed model illustrating the role of miR-379 in promoting early features of kidney disease in diabetic mice. Diabetic conditions induce expression of the miR-379 cluster via TGF-β signaling. This increase includes upregulation of miR-379 and subsequent downregulation of its targets (*Edem3*, *Fis1*, *Txn1*) related to ER stress, adaptive mitophagy, mitochondrial dysfunction, and oxidant stress, which are directly involved in the development of early features of DKD, such as ECM accumulation, glomerular hypertrophy, and fibrosis. Activated ER stress can also increase CHOP transcription factor and the miR-379 cluster miRNAs, creating a positive feedback. Genetic deletion of miR-379 can diminish these alterations induced by diabetes, interrupt the auto-feedback, and protect against DKD progression.

We also mined the Nephroseq database (https://www.nephroseq.org) for the expression in human samples of miR-379 target genes identified from our CLASH profiling. Intriguingly we found that expressions of *EDEM3*, *FIS1*, and *TXN1*, as well as other candidate targets are significantly decreased in kidney samples from human subjects with diabetic and chronic kidney disease as well as other kidney diseases (Supplementary Figs. 9 and 10), suggesting that our results in diabetic mice are relevant to human chronic kidney disease.

Notably, our data suggests a protective role for FIS1 in DKD for the first time. FIS1 is involved in quality control of mitochondria via adaptive mitophagy pathways, in which FIS1 interacts with autophagy protein syntaxin17 to trigger mitophagy^25^. FIS1 displays different roles depending on which mitophagy pathway is involved^25^. In general, high levels of FIS1 triggers mitophagy^24^ and mutation of Fis1 disrupts mitophagy needed for elimination of damaged and dispensable mitochondria^23^ following cellular stress^21,34^. These results are consistent with our observations showing decreased expression of FIS1 in WT diabetic mice (and with HG) in parallel with impaired mitochondria quality. As autophagy is decreased in the diabetic kidneys^35–38^, mitochondrial dysfunction may be accelerated due to impaired clearance of damaged mitochondria as a result of reduced autophagy/mitophagy.

We also found that mitochondrial biogenesis, as assessed by TEM and expression of PGC-1α as surrogate marker, was impaired in the glomeruli of diabetic WT mice, but not in diabetic miR-379KO mice. PGC-1, a master transcriptional regulator of mitochondrial biogenesis and function, is decreased in diabetic kidneys^39^. Overexpression of PGC-1 can protect kidney fibrosis in chronic kidney disease^40^ and reduce oxidative stress in kidney cells in DKD^41,42^. We also observed that mitochondria-related genes were differentially enriched between WT and miR-379KO MMC. Furthermore, using Seahorse metabolic profiling, we observed a significant decrease in mitochondrial activity in WT MMC treated with HG, whereas miR-379KO MMC maintained higher mitochondrial activity even after HG treatment.

Mitochondrial quality and function are impaired in diabetic conditions, leading to increased generation of reactive oxygen species and oxidant stress associated with DKD^6,43,44^. TXN1 is a small multifunctional protein with oxidoreductase activity^26^. The antioxidant function of TXNIP is compromised by interaction with TXNIP and overexpression of TXN1 suppresses DKD in transgenic mice^45^. Our results showing lower expression of *Txn1* in the glomeruli of WT diabetic mice may be associated with increase in oxidant stress coupled with inflammation and upregulation of *Tgf-β1* in DKD, events that are reversed in miR-379KO mice. It is well-known that levels of TGF-β1, a master regulator of fibrosis, are increased in most renal cells in diabetes^1–5^. We also observed that increased expression of *Tgf-β1*, as well as other profibrotic genes such as *Col1αa2*, *Col4a1*, *Ctgf* and *Fn1* was attenuated in glomeruli from diabetic miR-379KO mice compared to diabetic WT mice. Diabetic conditions associated with increased *Tgf-β1* upregulate the expression of several miR-379 cluster miRNAs besides miR-379, as well as *Chop*, the gene encoding a well-known ER stress transcription factor^46^ and we found these factors are reduced in miR-379KO mice. These data suggest a feedback amplification loop, because our previous report showed CHOP upregulates the miR-379 cluster expression through XBP-1 splicing activation and reduction in ATF3 expression^3,13^. Of interest, we observed that, besides miR-379, other members of the miR-379 cluster showed lower expression in diabetic miR-379KO mice compared to WT mice. Genetic deletion of miR-379 may diminish such auto-upregulation of lncMGC, as well as the miR-379 cluster, thereby suppressing the expression of other members of the miR-379 cluster under diabetic conditions. miR-379KO mice are deficient in miR-379; therefore, they can be protected even in diabetic conditions, because miR-379 is not upregulated, and its targets (such as *Fis1*, *Edem3*, and *Txn1*) are not downregulated (or possibly even increased in the kidneys of miR-379KO mice).

Histological and TEM analyses showed that ECM accumulation, fibrosis, podocyte injury and loss, GBM thickness, and glomerular hypertrophy were all clearly reduced in diabetic miR-379KO compared to diabetic WT mice. Similar protection was previously observed in diabetic mice injected with a GapmeR targeting lncMGC^13^. Thus, our current study suggests that, in addition to ER stress regulated by the miR-379 target *Edem3*, mitochondrial dysfunction and oxidant stress regulated by the miR-379 targets *Fis1* and *Txn1* are also major players in DKD development (Fig. 9).

We also observed that WT diabetic mice depicted significant weight loss, which was not observed in miR-379KO. Body composition results suggest that recovery of lean mass in diabetic miR-379KO mice is the main reason for attenuated body weight loss, suggesting that mitochondrial dysfunction through miR-379-mediated decrease in Fis1 levels may be involved in muscle loss in WT diabetic mice but not in miR-379KO mice due, at least in part, to restoration of Fis1 levels. Future studies are however needed to systematically examine the role of miR-379 in skeletal muscle functions and parameters of atrophy in these mice.

As miR-379KO mice did not depict any overt defects or abnormal phenotypes under normal unchallenged conditions, inhibiting or reducing miR-379 is likely safe under normal healthy conditions. Under diabetic conditions, however, miR-379KO mice were protected from features of DKD. Thus, lowering miR-379 by targeting it directly, or its host lncMGC (with GapmeRs), could be an effective modality to slow down the progression of DKD.

## Methods

### Generation of miR-379KO mice

All animal studies were conducted according to protocols approved by the Institutional Animal Care and Use Committee at the Beckman Research Institute of City of Hope. Plasmids PX461 (enhanced GFP, EGFP) and PX462 (Puromycin)^15^ for gene editing with the CRISPR-Cas9 nickase strategy were obtained from Addgene. pSpCas9n(BB)-2A-GFP (PX461) were a gift from Feng Zhang, Broad Institute through Addgene (plasmid #48140; http://n2t.net/addgene:48140; RRID:Addgene;48140). pSpCas9n(BB)-2A-Puro (PX462) V2.0 was a gift from Dr. Feng Zhang (Addgene plasmid #62987; http://n2t.net/addgene:62987:62987; RRID:Addgene_62987). Double-stranded DNAs obtained by annealing of sense and antisense oligos (Supplementary Table 3) were cloned into BbsI-digested vectors^47^. Potential target sites (Supplementary Table 3) were designed using the online software CRISPRdirect^48^. For T7 in vitro transcription, we found that the pair of S2 and AS1 oligos (out of all pairs of S1, S2, or S3 and AS1 or AS2) worked best for in vitro screening (verified by deletion of miR-379 region by PCR, and reduction of miR-379 expression by RT-qPCR) using Transformed C3H Mouse Kidney-1 (TCMK1) cells,TCMK1 (ATCC, CCL-139). T7 priming site-tagged PCR fragments were amplified from the plasmids using primers T7S2 5′-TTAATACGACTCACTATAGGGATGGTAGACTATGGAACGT-3′, T7AS1 5′-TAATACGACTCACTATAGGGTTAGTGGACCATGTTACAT-3′, and guide RNA-R 5′-AAAGCACCGACTCGGTGCC-3′.

Amplified PCR fragments were used as templates for in vitro transcription using a T7 in vitro transcription kit (MEGAscript TM T7 Transcription Kit, Ambion). In vitro transcribed RNAs were purified using MEGAclear™ Transcription Clean-Up Kit (Ambion). Guide RNAs and Cas9 nickase RNA (TriLink BioTechnologies) were injected into fertilized eggs from female C57BL/6J mice to produce mutant mice. A mixture of S1 sgRNAs, AS2 sgRNAs (50 ng/μl total) and 50 ng/μl Cas9 nickase mRNA was microinjected into the cytoplasm of fertilized C57BL/6J 1-cell embryos using standard methods and these embryos were implanted surgically into pseudo-pregnant recipient female mice to produce mutant mice.

Mutant candidate mice were screened for the anticipated 36 bp deletion by performing PCR with DNA extracted from the tails of surviving mice. Several founders had shorter fragments relative to WT by fragment analysis^49^ and the deletion was confirmed by sequencing (Fig. 1b). Founders confirmed to have the anticipated 36-bp deletion were crossed with WT C57BL/6 mice and subsequent litters tested for germline transmission of the miR-379 deletion. Heterozygotes were crossed with each other to obtain homozygotes. Significant decrease of miR-379 expression was confirmed using qPCR in miR-379KO mice.

### Mouse models of diabetes

Diabetes was induced by injecting 50 mg/kg STZ intraperitoneally daily for 5 consecutive days in 10-week-old male WT (WT-STZ) and miR-379KO (miR-379KO-STZ) C57BL/6 mice in accordance with the Diabetes Complications Consortium (https://www.diacomp.org/). Male mice injected with diluent (citrate buffer pH 4.0) served as controls (WT-Con and miR-379KO-Con). Diabetes was confirmed by measuring tail vein blood glucose levels (fasting glucose > 300 mg/dl). As, unlike male mice, STZ-injected female mice of the same age did not develop high blood glucose levels, female mice were not evaluated in this study. Each experimental group was composed of five to eight mice. Mice were killed at 1, 6, and 24 weeks post-induction of diabetes. After killing, blood was taken from the heart for serum collection, and kidneys were harvested for isolation of glomeruli, preparation of MMC, and histopathological examination (Supplementary Fig. 5).

### Isolation of mouse glomeruli and preparation of primary MMCs

Glomeruli were isolated from freshly harvested mouse kidneys using an established sieving technique^13^. Briefly, renal capsules were removed, and the cortical tissue of each kidney was separated by dissection. The cortical tissue was then carefully strained through a stainless sieve with a pore size of 200 μm by applying gentle pressure. Enriched glomerular tissue below the sieve was collected and transferred to another sieve with a pore size of 150 μm and then 75 μm. After several washes with cold PBS, the glomeruli remaining on top of the sieve were collected. Pooled glomeruli were centrifuged and the pellet was collected for RNA, protein extraction, or for preparing MMC according to our reported methods^13^. MMC were maintained in Roswell Park Memorial Institute medium 1640 medium supplemented with 10% fetal bovine serum. Passages 5–7 were used for experiments^13^.

### RNA sequencing

Total RNA was subjected to library preparation using the KAPA Stranded mRNA-Seq Kit (KK8421; Kapa Biosystems) followed by cluster generation and sequencing performed on HiSeq 2500 platform with 51 bp single-end reads or 101 bp paired-end reads at City of Hope’s Integrative Genomics Core.

### RNA-seq data analysis

Raw sequences were aligned to the mouse reference genome mm10 using TopHat v2.0.14^50^ with default parameters, and gene-level expression levels of all the mouse RefSeq genes (downloaded from USCS genome Browser, https://genome.ucsc.edu) were counted using htseq-count^51^ v 0.6.0 with settings -s reverse (strand-specific) and -a 10 (filtrating poor alignment reads). The counts were normalized by trimmed mean of M value (TMM) method^52^ and differentially expressed genes between groups were identified using Bioconductor package edgeR^53^ (fold change > 1.5 and *P* < 0.05). IPA was applied to differentially expressed genes for gene ontology and pathway analyses.

### AGO2-CLASH technique

CLASH procedures were performed according to published methods^19,20^. Briefly, MMC from WT and miR-379KO mice were plated in four 10 cm petri dishes (70% confluence), washed with PBS, and cross-linked by exposure to 50 J/m^2^ UV using a UV Stratalinker (Stratagene). RNA was isolated using a miRNA Isolation kit (mouse AGO2) obtained from WAKO, Japan (Catalog number 292-67301). Briefly, cross-linked cells were collected using 200 μl lysis buffer (provided in the miRNA Isolation kit, WAKO) per dish, gently mixed, incubated on ice for 10 min, sonicated (30 s × 5 with 30 s intervals) using a BIORUPTOR (Diagenode), and stored at −80 °C. AGO2 RISC complex was immunoprecipitated with anti-mouse AGO2 beads (WAKO) by gently rocking at 4 °C and washed with lysis buffer three times. The 5′-ends of RNAs in the immunoprecipitates were phosphorylated using polynucleotide kinase PNK (New England BioLabs (NEB), Ipswich, MA) (50 units in 20 μl) at 20 °C for 2 h, washed with lysis buffer, ligated using T4 RNA ligase (NEB) (50 units in 20 μl) at 16 °C for 16–18 h (overnight), eluted, extracted using phenol-isoamyl alcohol and chloroform, precipitated with ethanol, washed with 70% ethanol, air dried, and dissolved in 10 μl nuclease-free water. Extracted RNAs were subjected to next-generation RNA-seq or conventional qPCR. To detect enrichment of potential target RNAs in AGO2 RISC, RNAs extracted without ligation reaction from WT and miR-379-KO MMC were also sequenced (small RNA-seq) and compared to the enrichment of RNAs between WT and miR-379-KO MMC.

#### CLASH sequencing

To detect miRNA–mRNA hybrid reads, libraries were constructed based on Illumina’s small RNA-seq protocol as described previously^13^, but without size selection. Specifically, 5 μl of crossed-linked RNA was directly ligated to 3′-adapter (5′-UCUGGAAUUCUCGGGUGCCAAGGAACUCC-3′) followed by 5′-adapter (5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′), reversed-transcribed to single-stranded cDNA, and amplified by PCR. The constructed library was then undergone purification, cluster generation and 101 bp paired-end sequencing on HiSeq 2500 platform by the same core.

#### CLASH-seq data analysis

Paired-end raw sequenced reads were merged using pear v0.9.5 with parameters settings -n 30 -p 1.0. Any merged reads aligned to either mouse whole genome (GRCm38.p5) or RNA transcripts (GENCODE vM13) using Bowtie2 v2.1.0 with settings -very-sensitive were subsequently removed. The remaining merged reads were then searched to identify the ones partially aligned to mature miRNA (miRbase release 21) and/or mRNA sequences (GENCODE vM13) using blastn program in blastall v2.2.26 with parameters (-e 10 -S 3 -W 7 -m 8 for miRNA and -e 0.1 -S 3 -W 7 -m 8 for mRNA). Finally, chimeric reads were selected as the merged reads if (1) they are partially aligned to any mature miRNA and any mRNA and (2) the aligned regions are not overlapped. The chimeric reads containing partial mature miR-379 sequences were further identified.

#### AGO2-IP RNA-seq data analysis

For each sample, paired-end 101 bp raw data were processed using the same approach as done on single-end samples (aligned by TopHat, counted by HTseq-count, TMM-normalized). Difference on expression between KO vs. WT samples were performed using simple model in edgeR. To identify miR-379 targets in mouse, 94 potential targets (genomic locations) on mm10 predicted by miRanda/mirSVR were first obtained from starBase v2.0^54^ (http://starbase.sysu.edu.cn/starbase2/targetSite.php). The 5′-end of each target was then extended to 100 bp in width. For each target, read counts located in both the extended target region (TAR) and non-target 3′-UTR region (NT3UTR) were summarized using R packages “rtracklayer” and “GenomicRanges”. The local enrichment of each TAR relative to its own NT3UTR region was calculated using log2 (TAR/NT3UTR) in each sample. Enrichment level between IPKO (Immuno Precipitation Knock-Out) and IPWT (Immuno Precipitation Wild-Type) samples at each target with local enrichment level < 1 was compared and targets were ranked based on the fold change between KO and WT samples.

### miRNA mimics and siRNAs

Oligonucleotide mimics of miRNAs, siRNAs, and corresponding control oligos were obtained from Integrated DNA Technologies or Thermo Fisher Scientific, Inc. (Waltham, MA), as described^55,56^. Briefly, MMC (~10^6^/transfection) were transfected with siRNA or miRNA oligos using an Amaxa Nucleofector (Lonza, Basel, Switzerland) according to the manufacturer’s protocols as described previously^55,56^. Mouse Fis1 siRNAs (double-stranded oligos were obtained from Thermo Fisher Scientific, Inc. Non-targeting siRNA controls were obtained from Thermo Fisher Scientific, Inc. MMC were trypsinized and resuspended in Basic Nucleofection Solution at 1 × 10^7^/ml. Subsequently, 100 μl of cell suspension (1 × 10^6^ cells) was mixed with miRNA mimic, inhibitor oligonucleotides, or ON-TARGET plus siRNA or NCs (Thermo Fischer Scientific, Inc., Waltham, MA). Transfected cells were collected for RNA extraction or fixed for IHC staining. RNA was extracted from the cells and the expression of miRNAs within the cluster was examined using primers designed for each of the mature miRNAs (miRBase).

### Luciferase reporter assays

Mouse *Fis1* 3′-UTR and *Txn1* 3′-UTR regions were amplified by PCR using the primers shown below (F and R refer to forward and reverse primers, respectively): mFis1 3UTR F-XhoI 5′-gagctcgAGGCAGCCTCACCTGCTCTC-3′, mFis1 3UTR R-NotI 5′-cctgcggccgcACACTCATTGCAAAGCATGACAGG-3′; m*Txn1*-3UTR F-XhoI 5′-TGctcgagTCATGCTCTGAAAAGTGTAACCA-3′, m*Txn1*-3UTR R-NotI 5′-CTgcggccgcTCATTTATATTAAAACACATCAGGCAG-3′.

Amplified *Fis1* 3′-UTR and *Txn1* 3′-UTR were digested with XhoI and NotI, and then cloned into the *Not*I-*Xho*I site of the psiCheck2 vector (Promega). For mutagenesis of the miR-379-binding site in *Fis1* 3′-UTR (designated MT for mutant), the primers listed below were used.

Mutagenesis primers: m*Fis1* 3UTR MT-F 5′-CACCCCTGTAGgagctCTCTACAGTCT-3′ and m*Fis1* 3UTR MT-R, 5′-AGACTGTAGAGAGCTCCTACAGGGGTG-3′, where F and R refer to forward and reverse primers, respectively. Lower cases are mutated bases.

For mutagenesis of the miR-379-binding site in the *Txn* 3′-UTR (designated MT), PCR fragment including deletion of miR-379-binding site was amplified using primers below and cloned into psiCheck2. m*Txn1*-3UTR-F-XhoI 5′-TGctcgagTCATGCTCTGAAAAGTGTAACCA-3′ and m*Txn1*-3UTR-379del-R-NotI 5′-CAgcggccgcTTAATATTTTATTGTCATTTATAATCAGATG-3′. Lower cases are restriction enzyme sites for cloning into plasmid vectors.

MMC were transfected with these reporter plasmids along with miR-379 mimic or NC oligos (Thermo Fischer Scientific, Inc., Waltham, MA) using an Amaxa Nucleofector. Luciferase activity was measured and analyzed according to manufacturer’s protocol, as described previously^56^.

### Real-time qPCR

RT-qPCR analysis was performed as previously described^13^. Briefly, RNA was extracted using an RNEASY Mini kit (Qiagen, Valencia, CA). miRNA quantification was performed using the qScript miRNA cDNA synthesis kit (Quanta Biosciences, Gaithersburg, MD) and amplified using PerfeCTa SYBR Green Supermix (Quanta Biosciences). For miRNAs, specific mature miRNA sequences were used as forward primers and the universal primer provided in the kit as the reverse primer. U6 was used as an internal control. A GeneAmp RNA PCR kit (Applied Biosystems, Carlsbad, CA) and POWER SYBR Green mix (Applied Biosystems) were used for mRNA quantification. mRNA expression normalized to Cypa as an internal control. PCR primer sequences are shown in Supplementary Table 4.

### Measurement of body composition and metabolic parameters

Whole body composition (fat and lean tissues) of mice was determined using quantitative magnetic resonance imaging technology (EchoMRI™ 3-in-1; Echo Medical Systems, Houston, TX). Automatic tuning and calibration of the instrument parameters using canola oil maintained at room temperature (22 °C) were performed daily. One mouse was placed in the analytical chamber at a time. Parameters measured by the EchoMRI™ included lean mass (g), fat mass (g), free water (g), and total water (g). Alterations to body composition metabolic parameters such as VO2, VCO2, RER, food intake, water consumption, and locomotor activity were also measured using an indirect calorimetry cage system (PhenoMaster, TSE Systems, Bad Homburg, Germany) located in the City of Hope Comprehensive Metabolic Phenotyping core.

Mice were weighed and then individually housed in cages for 3 days. Animals were acclimated to the cages for 1 day and experimental data were collected for 48 h following the acclimation day. Animals were given ad libitum access to food and water and housed in a temperature-controlled environment with a 12 h light/dark cycle for the duration of the experiment. The PhenoMaster is an indirect calorimetry system with gas-sensing units to measure VO_2_ and VCO_2_. A multi-dimensional infrared beam system allows the measurement of locomotor activity, which was defined as the total number of infrared beam breaks in the *X* and *Y* axis. The software was set to divide the experimental period into 30 min segments.

### Metabolic flux assays and mitochondrial respiration assays

OCR and extracellular acidification rate were measured using Agilent Seahorse XF Cell Mito Stress Test Kit on an XF96 Extracellular Flux Analyzer (Agilent, Santa Clara, California, USA). MMC were seeded at a density of 6000–8000 cells per well in 96-well plates. Cells were treated with NG (5.5 mM) and HG (25 mM) for 72 h before switching to Dulbecco’s modified Eagle’s medium base medium pH 7.4 (supplemented with 10 mM glucose, 1 mM sodium pyruvate, and 2 mM glutamine) on the day of the assay and incubated at 37 °C for 1 h in a non-CO_2_ incubator. Mitochondrial function parameters were determined following serial addition of three mitochondrial inhibitors, ATP synthase inhibitor oligomycin (2 mM final concentration), proton carbonyl cyanide *p*-trifluoromethoxyphenylhydrazone (1.5 mM final concentration), and a mixture of complex I and III inhibitors, rotenone, and antimycin A, respectively (0.5 mM each final concentration). Mitochondrial function was assessed by determining the basal respiration, ATP turnover rate, proton leak, and maximal and spare respiratory capacity using the mitochondrial inhibitors described above. OCR was calculated using Seahorse XF96 analyzer software.

### Method to assess mitochondrial quality and adaptive mitophagy

For detection of mitochondria by fluorescence microscopy, WT and miR-379KO MMCs were transfected with the DsRed2-Mito-7 plasmid (Addgene plasmid# 55838), which fluorescently labels mitochondria with red emission spectra. For quantification analysis, all images were captured at ×60 magnification using a Keyence microscope (KEYENCE-BZ-X800 Series, Osaka, Japan) and quantitatively analyzed using ImageJ software (ImageJ. win32). To measure the mean fluorescence intensity of labeled mitochondria in each cell, we used a previously published method^57,58^, based on integrated density, called “Corrected Total Cell Fluorescence (CTCF).” This method normalizes the mean intensity of each cell area to the background using the following formula: CTCF = Integrated Density − (Area of selected cell × Mean fluorescence of background readings).

To monitor adaptive mitophagy, MMCs were transfected with pCLBW-cox8-EGFP-mCherry (also known as addgene #78520)^23^. WT or miR-379KO MMC were then incubated in HG (25 mM) or NG conditions at 37 °C and 5% CO_2_ for 5 days, and the experiments were repeated three times. For live-cell imaging, the live cells were placed in the environmental chamber of Keyence microscope (KEYENCE.BZ-X800E), which is maintained at 37 °C and 5% CO_2_. The 488 nm and 561 nm were used to excite cox8-EGFP-mCherry. In these experiments, as described in the “Results,” normal cells with healthy mitochondria expressed yellow signals (i.e., green plus red fluorescence), whereas mitochondria depicting adaptive mitophagy showed predominantly red fluorescence, due to the selective sensitivity of EGFP fluorescence to low pH. All images were captured at ×60 magnification. The number of mitochondria within each cell was counted using ImageJ software (ImageJ. win32) and then the percentage of red-only puncta in cells was calculated.

### Measurement of urine albumin and creatinine concentration in mice

Albumin was measured as a marker for kidney damage and dysfunction in 24-h collected urine samples using an ELISA kit (Crystal Chem#80630). Urine creatinine was measured using a high-quality enzymatic assay for mouse creatinine (Crystal Chem#80350). Urine albumin excretion was then normalized to urine creatinine to obtain ACRs to correct for variations in urine flow rate.

### Histology and IHC

Kidney cortex samples were fixed in 10% formalin and prepared for light microscopic examination according to routine histological techniques (Pathology: Solid Tumor Core, City of Hope). The sections were stained with PAS to identify ECM accumulation and with Masson’s Trichrome for detection of fibrosis in the glomerular mesangial area. Under light microscopy examination, glomerular size, mesangial PAS-positive areas, and cortex fibrotic areas were measured in each group using Image-Pro Premier 9.2 software.

The cellular localization of EDEM3 (1:100, NBP1-88342, Novus Biologicals), FIS1 (1:250, ab71498, Abcam), TXN1 (1:400, ab86255, Abcam), p57 (1:500, ab75974, Abcam), PGC-1α (1:300, ab54481, Abcam), ATG5 (1:150, ab108327, Abcam), and p62 (1:100, ab155686, Abcam) was examined in glomerular sections using IHC. Biotinylated goat anti-rabbit (1:400, BA-1000, Invitrogen) was used as secondary antibody. To rule out the background by the secondary antibody, we performed control staining without primary antibody using normal mouse kidney sections followed with incubation with Avidin : Biotinylated enzyme Complex (ABC) system (VECTASTAIN ABC Kits-Vector) and then DAB (Supplementary Fig. 8). IHC images were taken at ×20 magnification and immune-positive reaction areas were quantified in the glomeruli in each group using ImageJ software.

IF staining was performed to show the cellular localization of p57^59,60^, podocyte marker (1:250, ab75974, Abcam), EDEM3 (1:100, NBP1-88342, Novus Biologicals), and FIS1 (1:250, ab71498, Abcam), and with the following Alexa Fluor 488, goat anti-rabbit (1:500, A11034, Invitrogen) secondary antibody. IF images were taken using original magnification of ×20. p57-positive cells were counted in 30 glomeruli from each group using BZ-X800 image analyzer (KEYENCE-BZ-X800 Series, Osaka, Japan). EDEM3- and FIS1-specific fluorescence (integrated density) were measured (*n* = 15–20 cell/group) using ImageJ software (ImageJ-Win32) and then CTCF was calculated as described above.

### TEM examination

The cortices of the mouse kidney were fixed in 2.5% v/v glutaraldehyde solution for 24 h, then processed for TEM examination according to routine TEM processing and staining protocols for tissues in the City of Hope Electron Microscopy and Atomic Force Microscopy Core^13^. Ultra-thin sections were cut using a Leica Ultra-cut UCT ultramicrotome. TEM was performed on FEI Tecnai 12 TEM equipped with a Gatan Ultrascan 2 K CCD camera. Average GBM thickness was quantified in ~100 measurements and area of 40 mitochondrion was measured in each group using Image-Pro Premier 9.2 software.

### Statistics and reproducibility

Statistical data analyses were performed using GraphPad Prism software (8.2.1). Normal distribution of each sample group was confirmed using *χ*^2^-test or Shapiro–Wilk test before comparison between groups. All data were expressed as mean ± SEM and statistical analyses were performed using Student’s *t*-tests (two-sided) to compare two groups or analysis of variance followed by post hoc Tukey’s test, to compare multiple groups. For all experiments, the number of replicates is shown in the figure legends. For experiments with mice, the number included is also noted in the figure legends. A minimum sample size of five mice in each group was used based on both our previous experience and power analyses. We have at least 80% power to detect an effect size of two between WT and KO groups, or diabetic and nondiabetic groups at a confidence level *p* < 0.05 using two-sided *t*-tests. Asterisks indicate significant difference (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

All sequencing datasets generated in this study have been deposited into GEO with GEO #s GSE142596, GSE142597, and GSE142598. The source data underlying the graphs in figures are provided in Supplementary Data 1 and 2. Full gel is shown in Supplementary Information. All relevant data are available from the authors upon request.

# Supplementary material for: miR-379 deletion ameliorates features of diabetic kidney disease by enhancing adaptive mitophagy via FIS1
**Source:** Commun Biol. 2021 Jan 4;4:30. doi: 10.1038/s42003-020-01516-w
**Supplement:** Supplementary file 1 — Supplementary Information

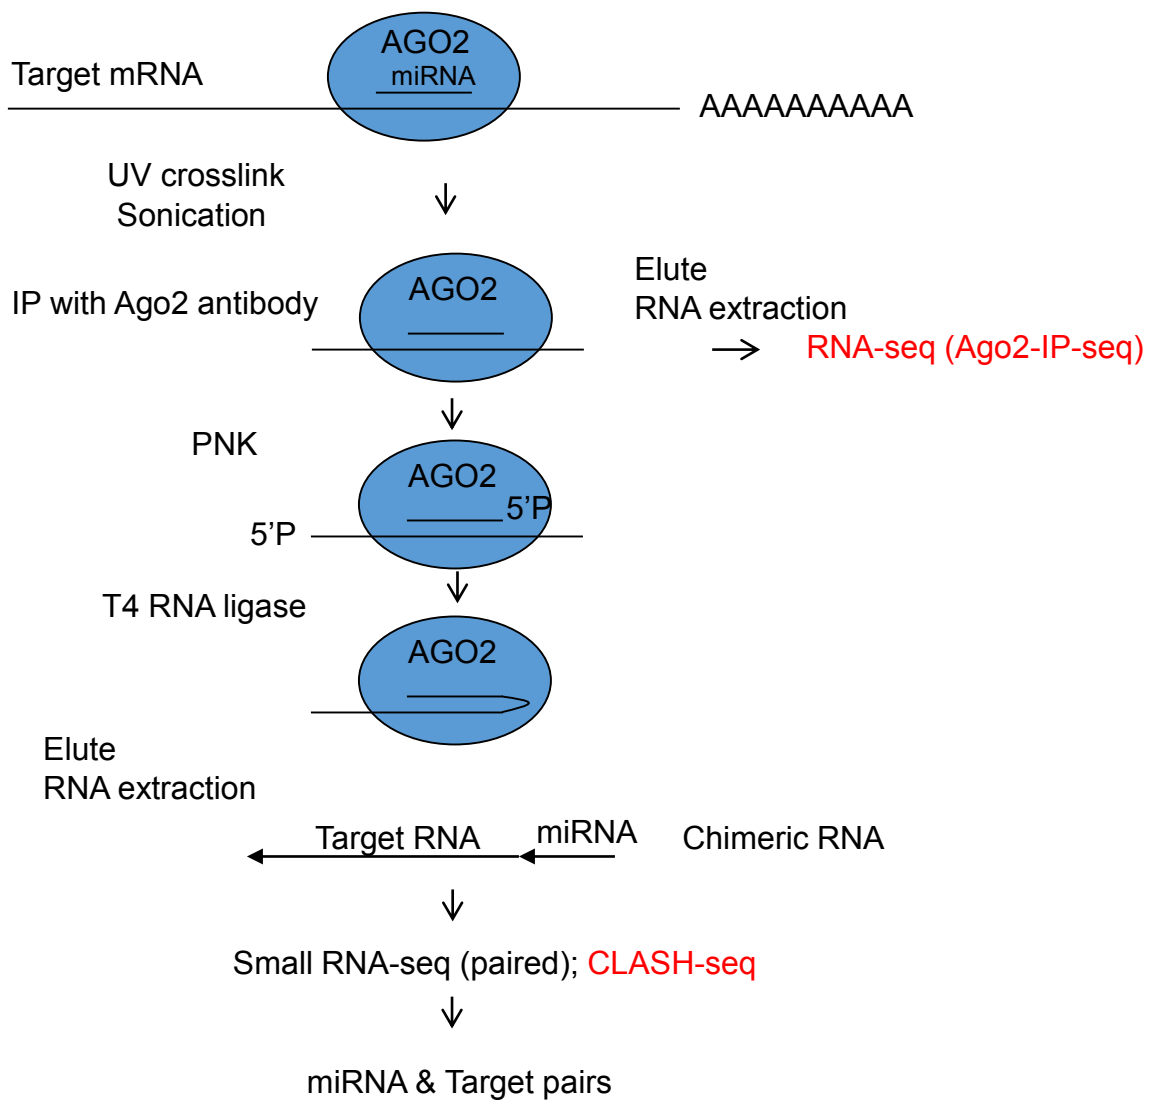

**Supplementary Fig. 1 | Identification of miR-379 targets by AGO2-CLASH method. a,** Schematic flow through of CLASH procedure. MMC from WT and miR-379KO mice were plated in four 10-cm petri dishes (70% confluence), washed with PBS, and cross-linked by exposure to 50J/m<sup>2</sup> UV. Cross-linked cells were harvested and sonicated. AGO2 RISC complex was immunoprecipitated with anti-mouse AGO2 beads and washed with lysis buffer 3 times. The 5' ends of RNAs in precipitates were phosphorylated using polynucleotide kinase (PNK), washed with lysis buffer, ligated using T4 RNA ligase, eluted, extracted using phenol-isoamylalcohol and chloroform, precipitated with ethanol, washed with 70% ethanol, air dried, and dissolved in 10 µl nuclease-free water. Extracted RNAs were subjected to next-generation RNA-seq or conventional qPCR. To detect enrichment of potential target RNAs in AGO2 RISC, RNAs extracted without ligation reaction were also sequenced and compared to RNA-seq results with ligation.

**a**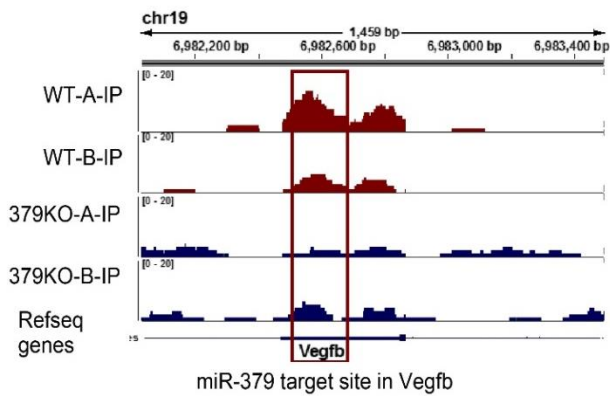**b**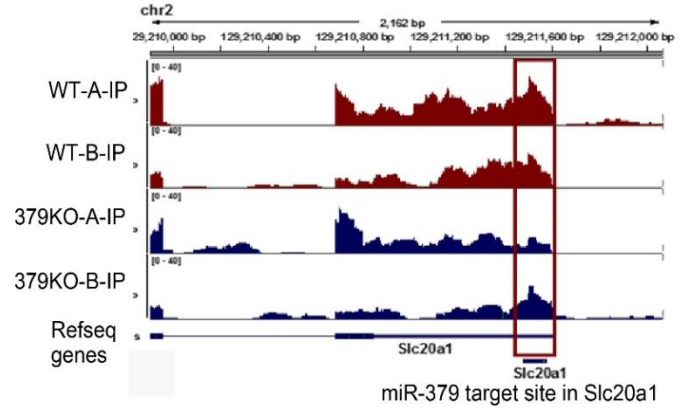**c**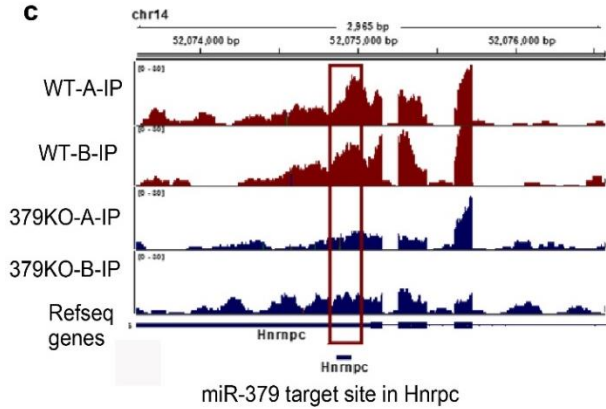**d**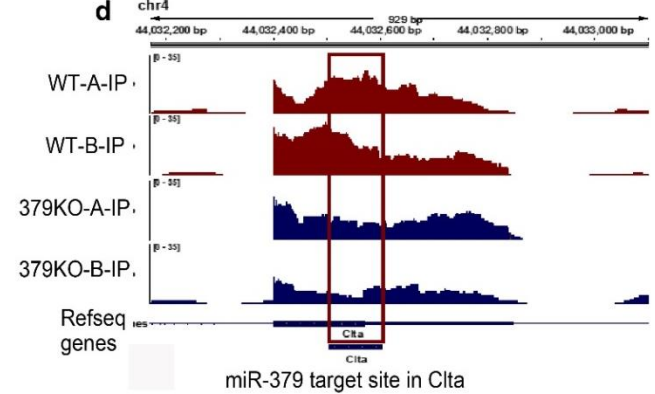**e**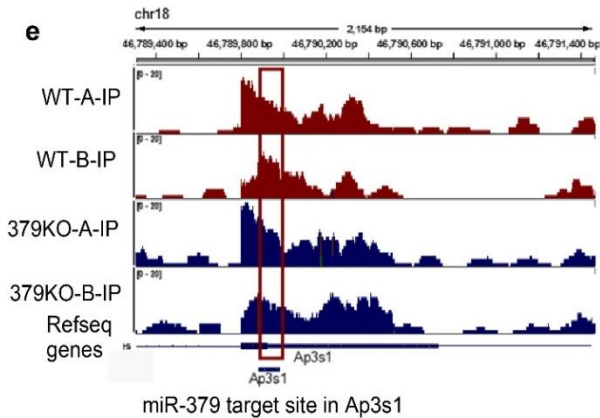

**Supplementary Fig. 2.** | To detect enrichment of potential target RNAs in AGO2 RISC, RNAs extracted without ligation reaction were also sequenced and compared to RNA sequencing results with ligation. Enrichment of RNA reads at miR-379 target site of **a**, *Vegfb* **b**, *Slc20a1* **c**, *Hnrpc* **d**, *Clta* and **e**, *Ap3s1* 3'UTR in WT MMC, but significant reduction in miR-379KO MMC. Two independent samples (A and B) from WT MMC (WT-A-IP and WT-B-IP) and miR-379KO MMC (379KO-A-IP and 379 KO-B-IP) were examined

**a**

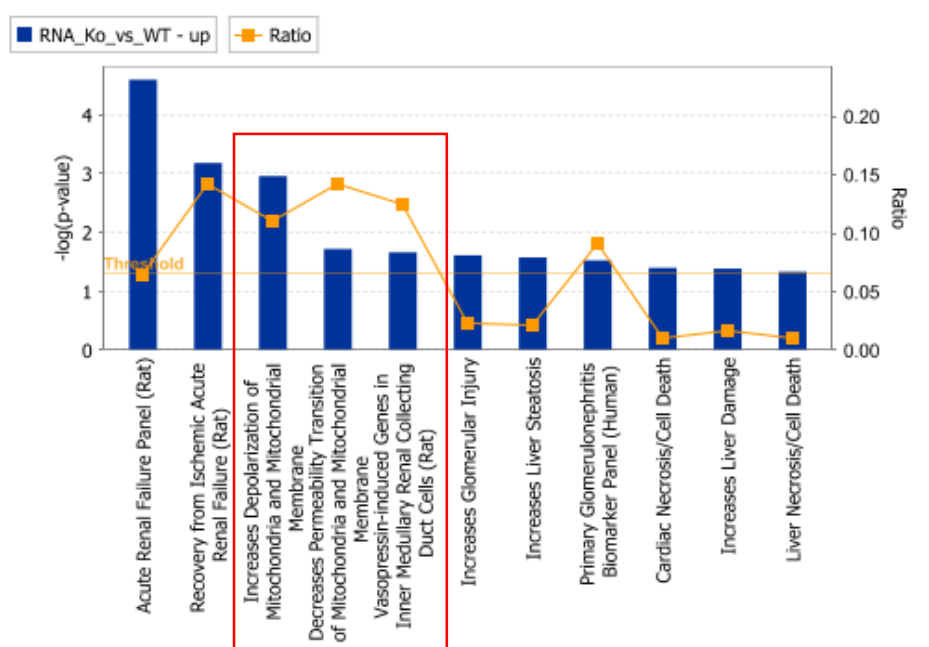

**b**

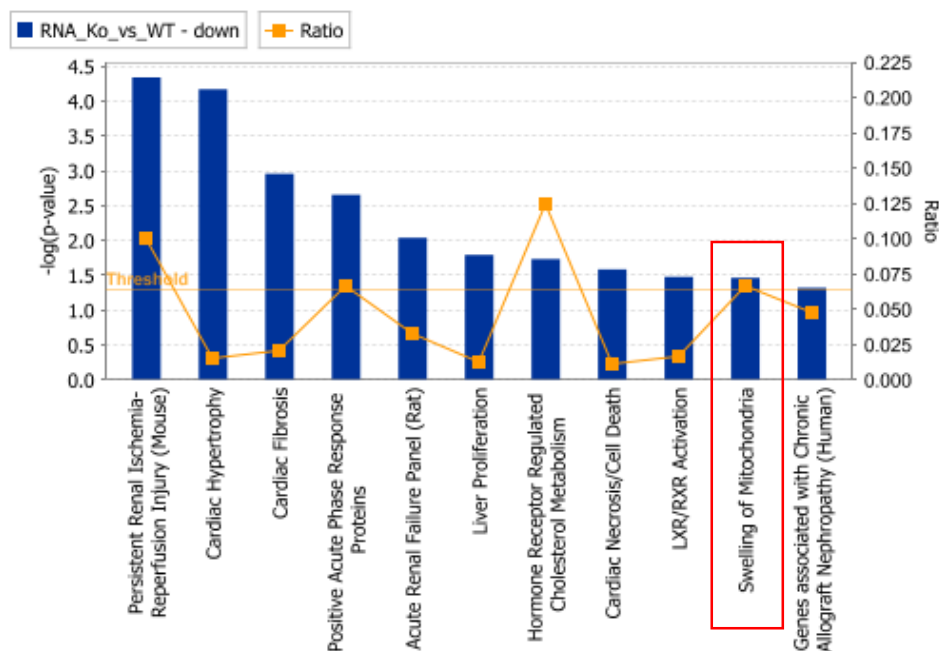

**Supplementary Fig. 3 | Pathway analysis of differentially expressed genes in miR-KO MMC versus WT MMC using RNA-seq data. a, Upregulated pathways in miR-379KO MMC compared to WT MMC. b, Downregulated pathways in miR-379KO MMC compared to WT MMC. Both suggest the involvement of pathways related to mitochondrial activity.**

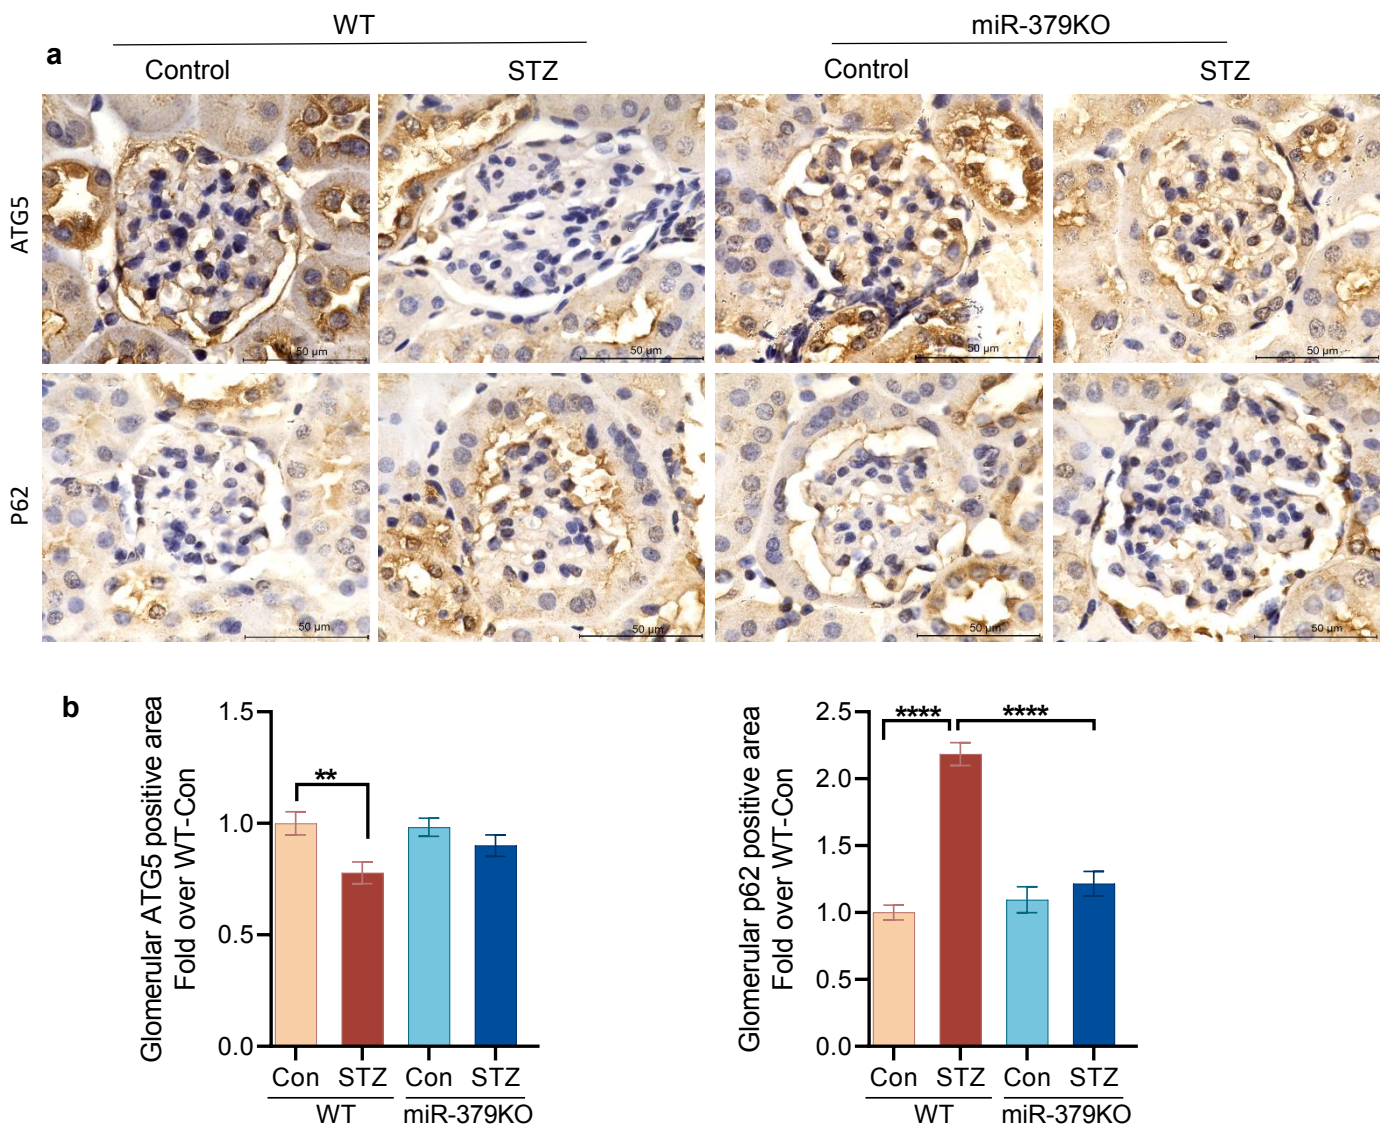

**Supplementary Fig. 4 |Immunohistochemical staining and quantitative analysis of autophagy markers. a,** Representative IHC images ATG5 and P62 protein in kidney cortex sections from WT and miR-379KO mice at 24 weeks after diabetes onset. **b,** quantitative data for ATG5 and P62. n=20 glomeruli/group. Scale bar, 50  $\mu$ m. Bar graph results are expressed as fold over WT-Con. Statistical analyses were performed by One-way ANOVA with post-hoc Tukey test for multiple comparisons. \*P < 0.05, \*\*\*\*P < 0.0001. All data are presented as mean  $\pm$  SEM.

**a**

STZ injection (50mg/kg/day for 5 consecutive days) in C57BL/6 mice (10-wk-old) (WT-Con, WT-STZ, miR379KO-Con, miR379KO-STZ), (n=5-8/ group)

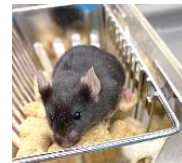

Short term → 1 week after diabetes onset

Early stage → 6 weeks after diabetes onset

Long term (later events) → 24 weeks after diabetes onset

Kidney cortex → Histopathological studies

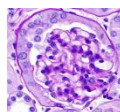

Glomeruli isolation → Glomerular RNA (microRNAs, profibrotic genes, target and ER related genes)

Mesangial cells → Gene expression, CLASH, Mitochondrial functions

**b**

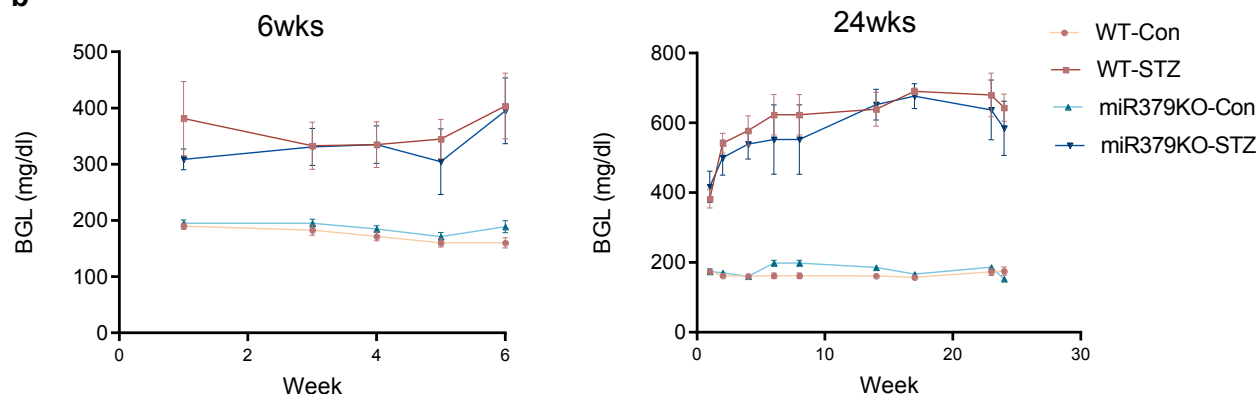

### Supplementary Fig. 5 | Experimental design for the STZ-injected T1D model.

**a**, Diabetes was induced with 50 mg/kg/day of streptozotocin (STZ) injected intraperitoneally on 5 consecutive days in 10-week-old male wild-type (WT-STZ) and miR-379KO (miR-379KO-STZ) C57BL/6 mice (n=5-8/group). Mice injected with diluent served as controls (WT-Con and miR-379KO-Con, n=5-8/group). Mice were sacrificed at 1, 6, or 24-week post-induction of diabetes. Sections from isolated kidney cortex were used for histopathological analysis. Isolated glomeruli were used for RNA expression by qPCR. Glomerular mesangial cells were used for RNA expression, CLASH analysis and mitochondrial functional assays. **b**, blood glucose was measured during 6 and 24 weeks experiment.

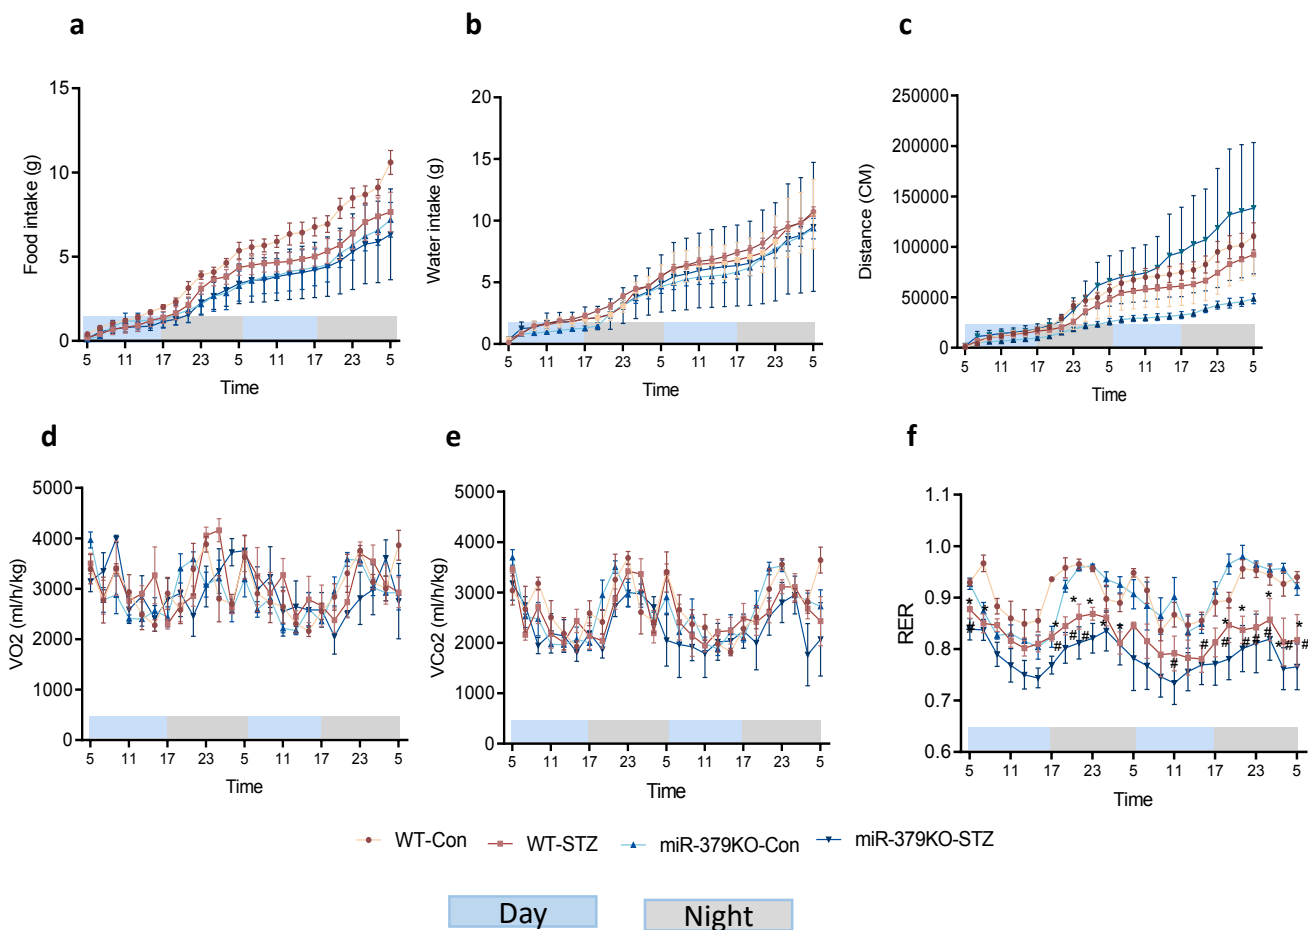

**Supplementary Fig. 6 | Metabolic features measured using comprehensive metabolic cages over 3 days in WT and miR-379KO mice at 6 weeks after diabetes onset.** Presented data from control and diabetic mice show average daily: **a**, food intake, **b**, water intake, **c**, movement (distance in cm), **d**, oxygen consumption (VO<sub>2</sub>), **e**, carbon dioxide production (VCO<sub>2</sub>) and **f**, respiratory exchange rate (RER). n=4/group for each individual experiment. Data points from individual mice were not plotted in the XY graphs to clearly show mean values and error bars. Statistical analyses were performed by Student's t-test. \*P < 0.05 WT-STZ vs. WT-Con. #P < 0.05 miR-379KO-STZ vs. miR-379KO-Con. All data are presented as mean ± SEM.

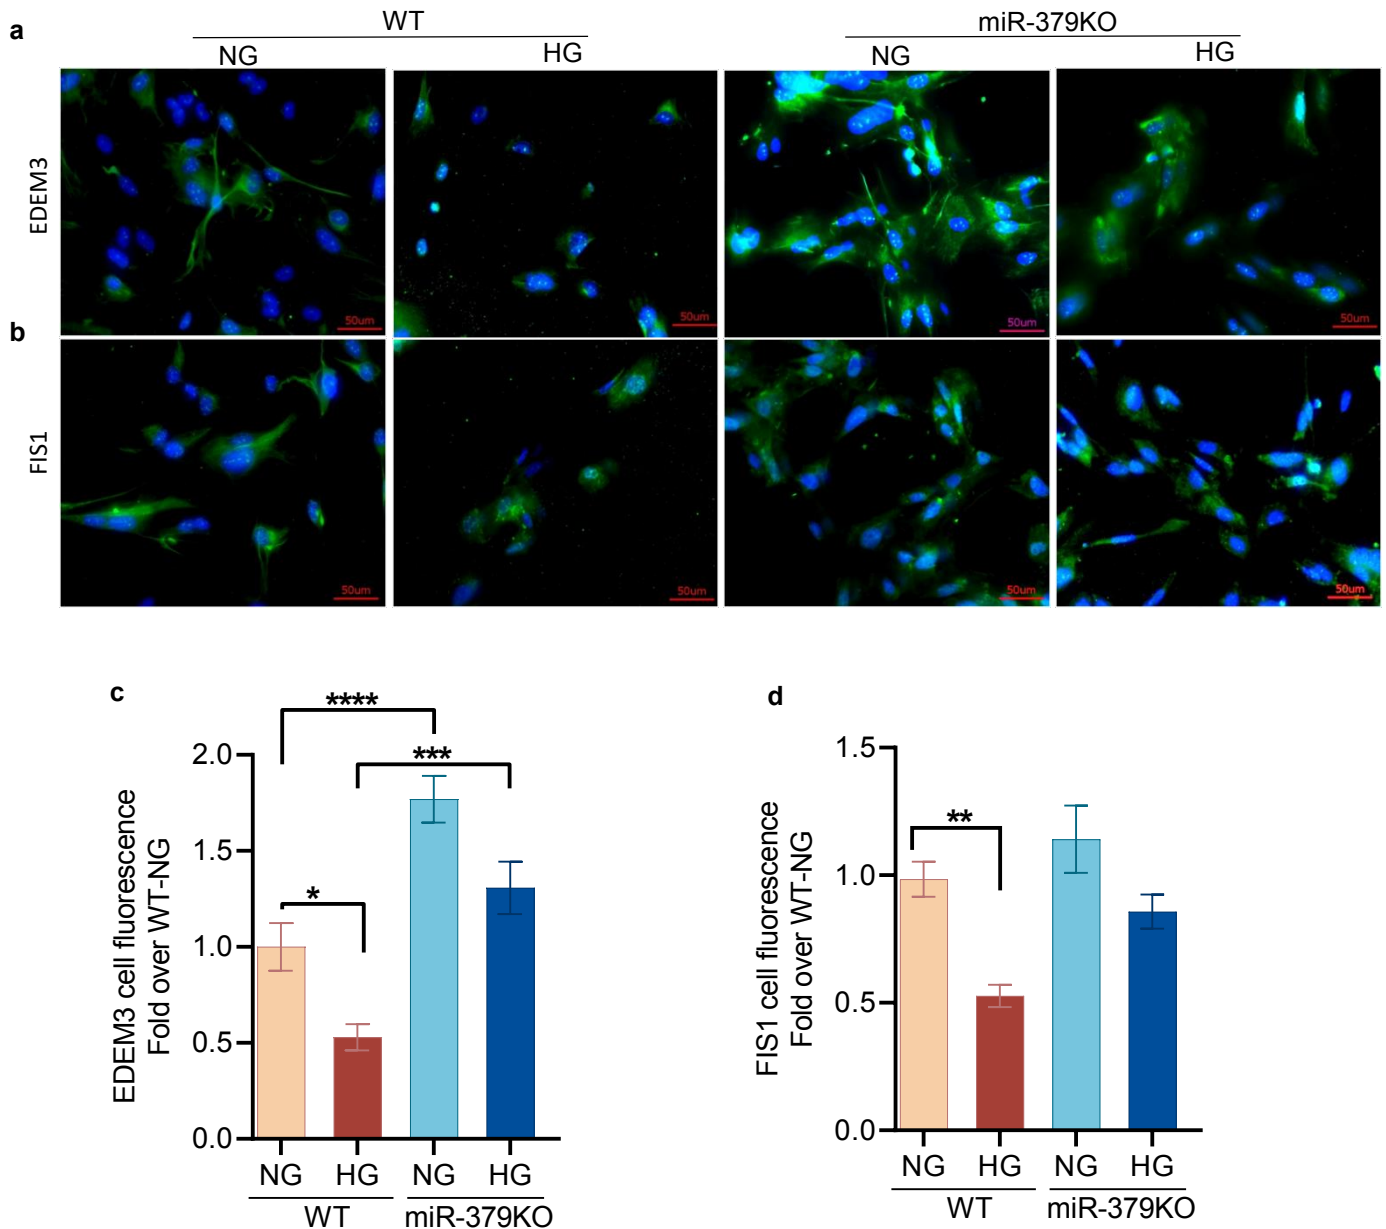

**Supplementary Fig. 7| Immunofluorescence staining and quantitative analysis of miR-379 target proteins in MMC.** Representative IF images **a**, EDEM3 and **b**, FIS1 protein in MMC (mesangial cells isolated from kidney cortex) from WT and miR-379KO mice. Decrease of EDEM3 and FIS1 (green) signals in WT MMC treated with HG (72 hours) compared to WT MMC NG, while no decrease of green signals in miR-379KO MMC in NG and even under HG conditions. Quantitative data for **c**, EDEM3 and **d**, FIS1.  $n = 15-20$  cells/group. Scale bar, 50  $\mu\text{m}$ . Bar graph results are expressed as fold over WT-NG. Statistical analyses were performed by One-way ANOVA with post-hoc Tukey test for multiple comparisons. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . All data are presented as mean  $\pm$  SEM.

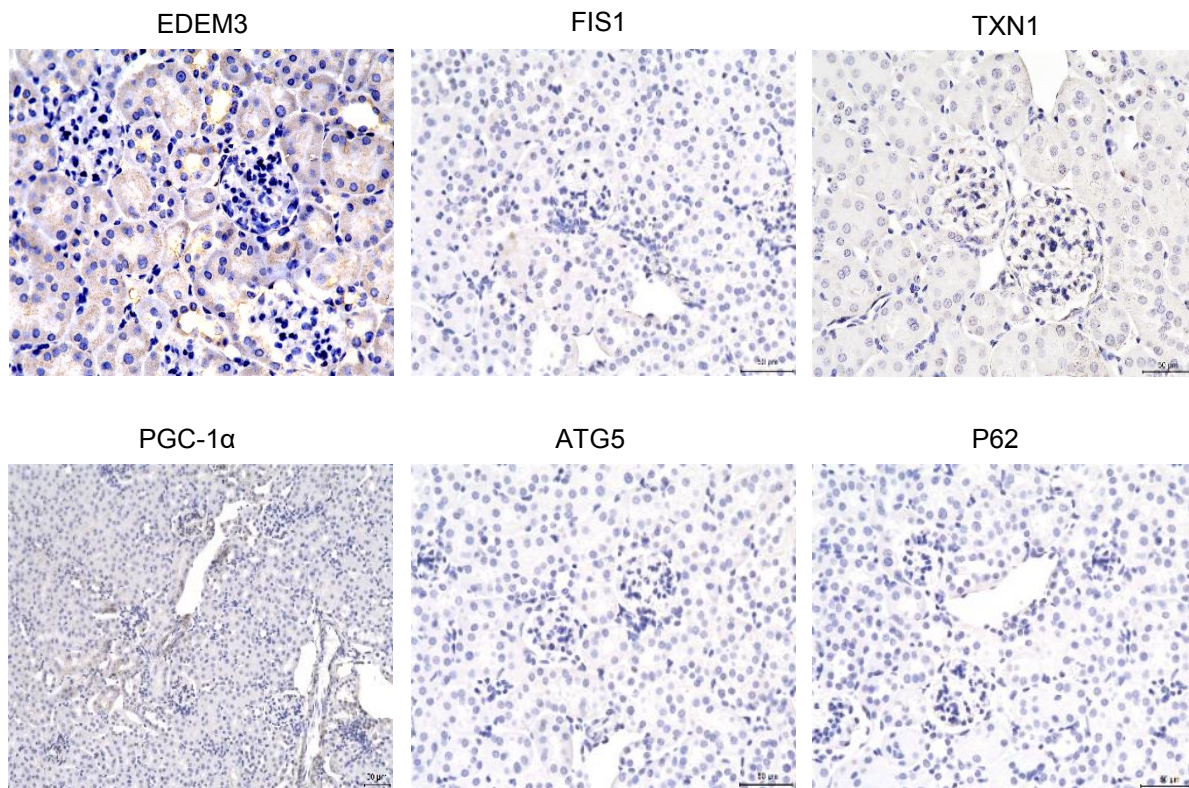

### **Supplementary Fig.8 | Controls for Immunohistochemical staining.**

To rule out the background by the secondary antibody, control staining was performed without primary antibody using normal mouse kidney sections followed with incubation with Avidin: Biotinylated enzyme Complex (ABC) system and then DAB. No significant staining was detected without primary antibody for EDEM3, FIS1, TXN1, PGC-1α, ATG5, and P62. Scale bar, 50 μm.

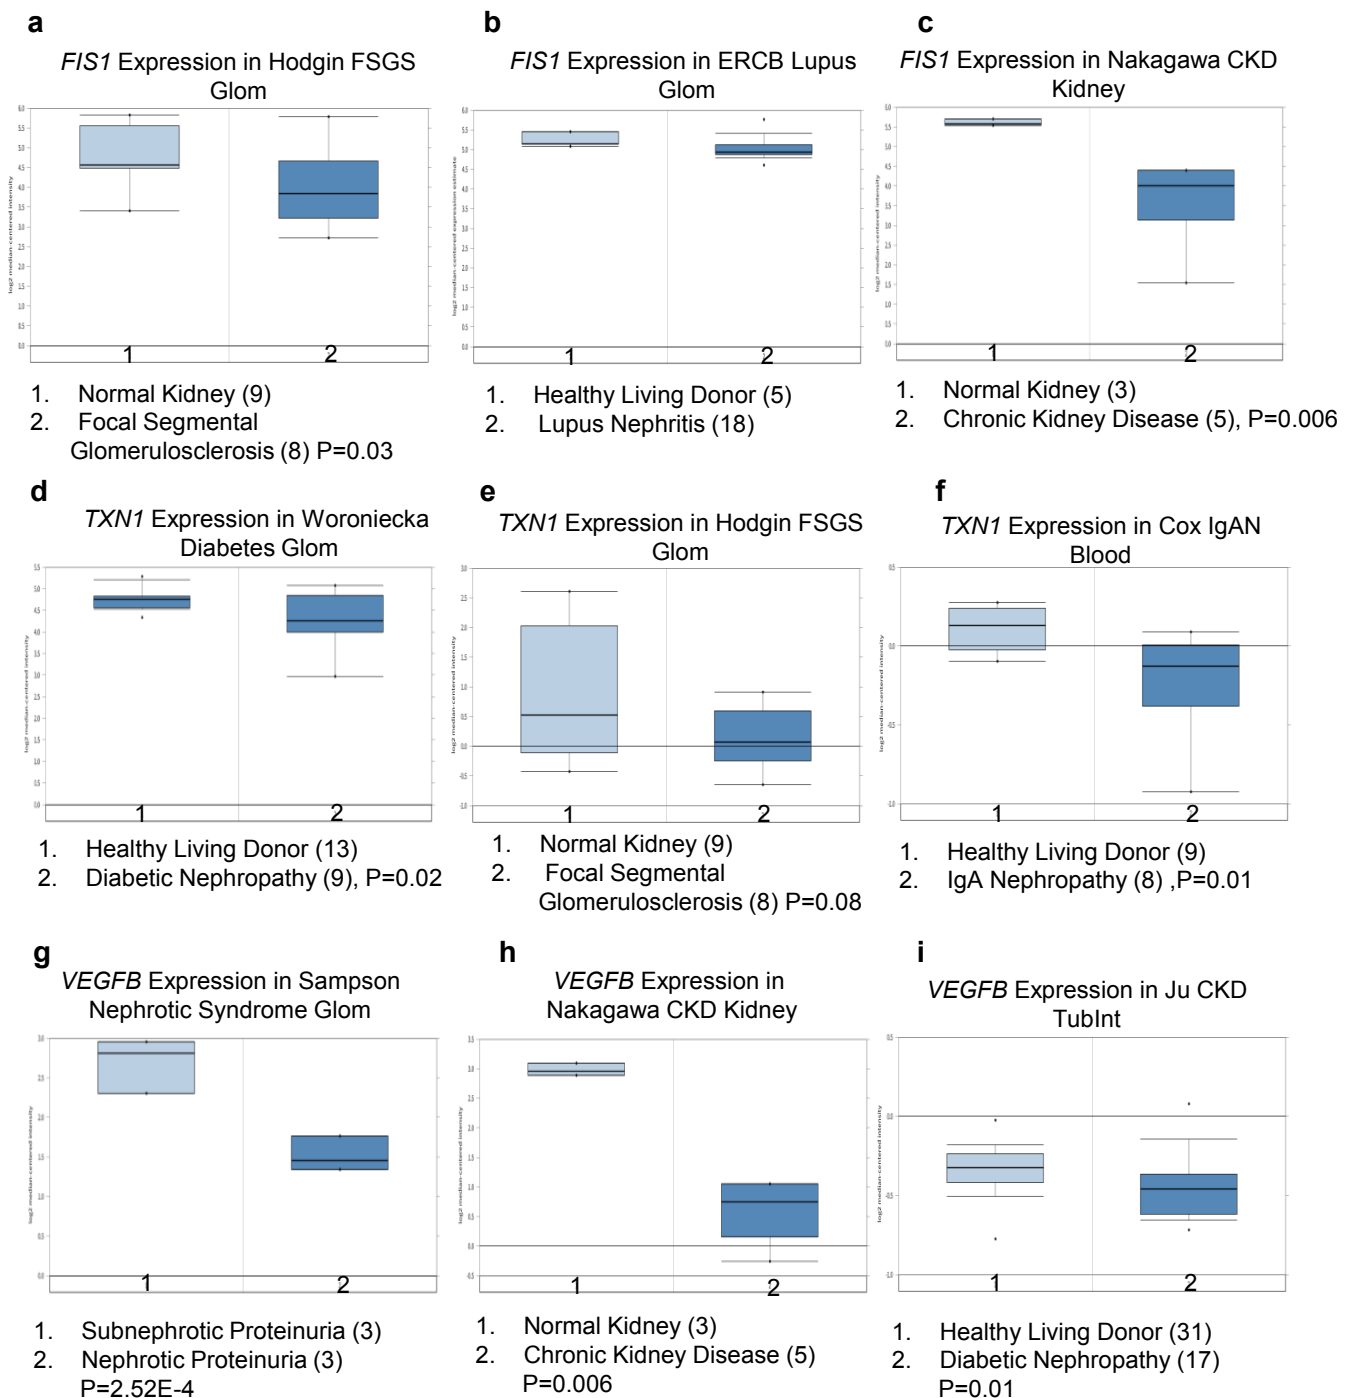

**Supplementary Fig. 9 | Analysis of Nephroseq data for miR-379 target genes in human patients.** *FIS1* expression in **a**, normal kidney (n=9) and focal segmental glomerulosclerosis (n=8), **b**, healthy living donors (n=5) and, lupus nephritis (n=18), and, **c**, normal kidney (n=3) and chronic kidney disease (n=5). *TXN1* expression in **d**, healthy living donors (n=13) and diabetic nephropathy (n=9), **e**, normal kidney (n=9) and focal segmental glomerulosclerosis (n=8), and **f**, healthy living donors (n=9) and IgA nephropathy (n=8). *VEGFB* expression in **g**, subnephrotic proteinuria (n=3) and nephrotic proteinuria (n=3), **h**, normal kidney (n=3) and chronic kidney disease (n=5), and **i**, healthy living donors (n=31) and diabetic nephropathy (n=17).

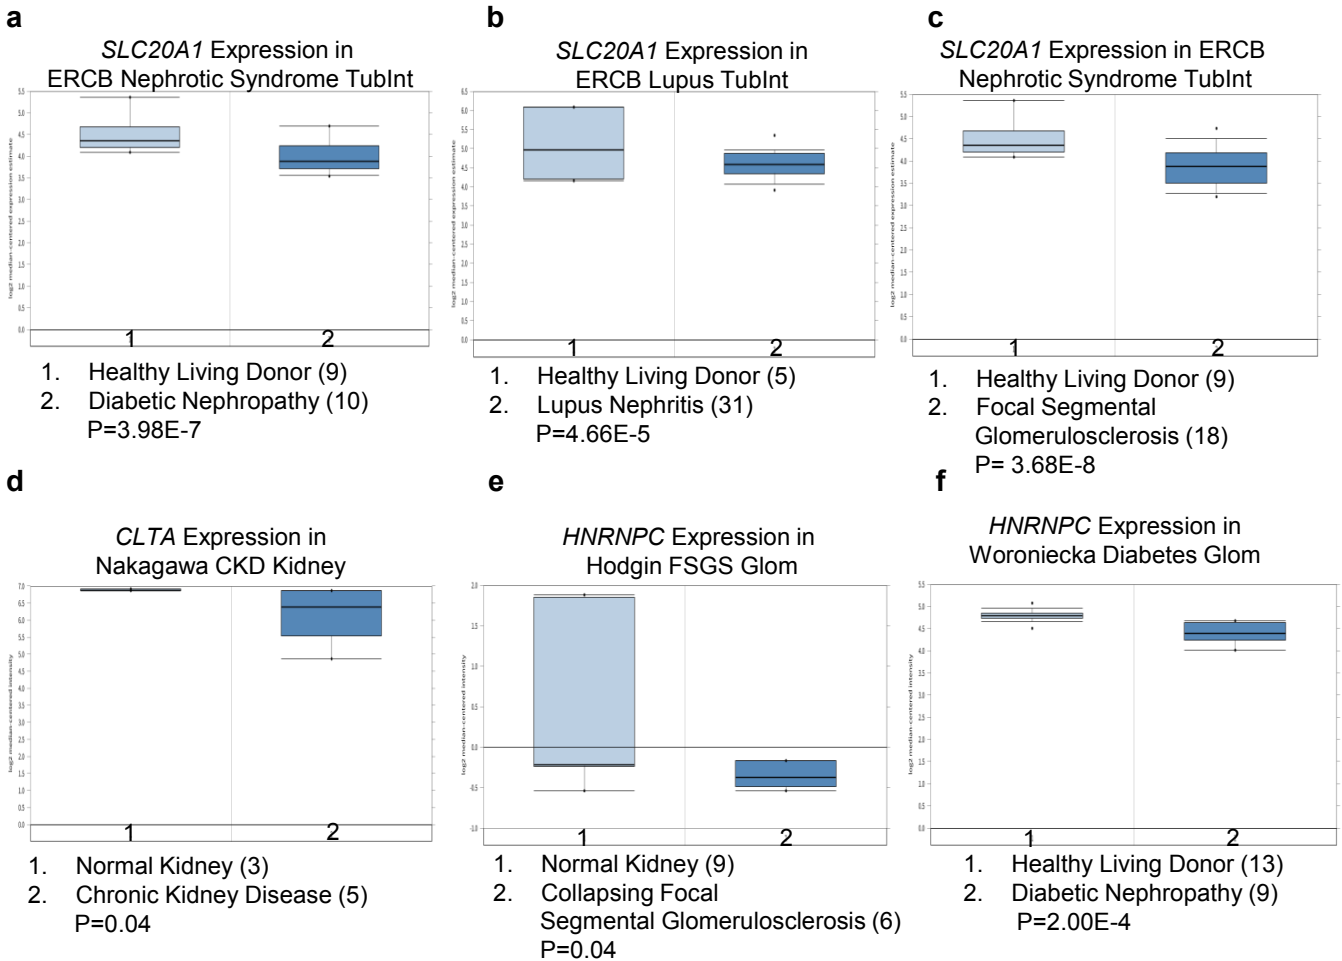

**Supplementary. Fig. 10| Nephroseq data for miR-379 target genes in human patients. *SLC20A1***

expression in , **a**, healthy living donors (n=9) and diabetic nephropathy (n=10) , **b**, healthy living donors (n=5) and lupus nephritis (n=31), and **c**, healthy living donors (n=9) and focal segmental glomerulosclerosis (n=18) . **d**, *CLTA* expression in normal kidney (n=3) and chronic kidney disease (n=5). *HNRNPC* expression in **e**, normal kidney (n=9) and collapsing focal segmental glomerulosclerosis (n=6) and, **f**, healthy living donors (n=13), and diabetic nephropathy (n=9).

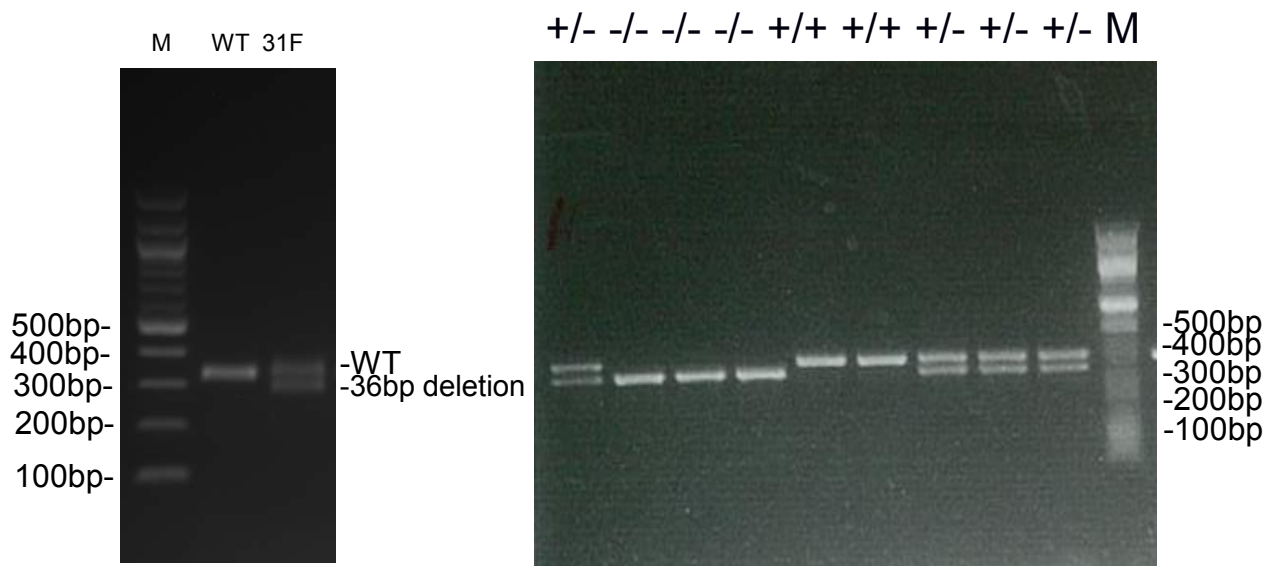

**Supplementary. Fig. 11** | Uncropped wider scans of gel pictures in Figure 1C.

**Supplementary Table 1 | Summary of hybrid sequences fused with miR-379 identified by CLASH.**

| Read                                                                                                                          | Reads count | miRNA          | miRNA beg | miRNA end | Gene           | Target RNA beg | Target RNA end |
|-------------------------------------------------------------------------------------------------------------------------------|-------------|----------------|-----------|-----------|----------------|----------------|----------------|
| ATTTCTGTATTTTCCTTCTGCTCCTG<br>TGTACCATGGTCCCCATACATTCT<br>TGTAATAAGGCTGCTATGAACAT<br>AGTGGAGCA                                | 1           | mmu-miR-379-3p | 26        | 38        | <i>Slc7a11</i> | 49             | 82             |
| AACTTCATTAGAGACTGGTAGACT<br>ATGGAACGTAGGGTAAGGAGTGC<br>TCCTGCCCTCTAGTGGCTAGAGTT<br>TAGGGTTGCAGTCTCTCCTGCACC<br>CCTGTAGTCTACCT | 6           | mmu-miR-379-5p | 20        | 34        | <i>Fis1</i>    | 88             | 112            |
| TGGTAGACTATGGAACGTAGAAGA<br>AACACCACAGTACAATCGTCTACC<br>ATTGGATGAAGTGGCTCCGGAGA<br>TC                                         | 4           | mmu-miR-379-5p | 1         | 20        | <i>Rprd2</i>   | 21             | 73             |

Partial List of hybrid sequences identified by CLASH.

Entire list of hybrid sequences is available as GEO # GSE14259.8

Actual DNA sequences identified by sequencing are shown in the Read column. 

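The deposited chimeric reads hold 3 distinct sequences listed with miR-379, each with 1 gene and no other miRNA. The read columns describe how each was aligned, with the miRNA positions counted from 1 at the 5′ end of the miRNA. The Rprd2 read, from WT B, was 73 nt long and was listed with 4 transcripts of the gene. Its bases 1 to 20 matched bases 1 to 20 of miR-379-5p with no difference, and matched Mir379 on chromosome 12 of GRCm38 from 109709065 to 109709084. This segment was not genome-contained. Bases 21 to 72 matched the coding sequence of Rprd2 on the minus strand of chromosome 3 from 95818547 to 95818598. The deposited score of the pair was 157 and its minimum free energy was -18.71.
The Slc7a11 read, from WT A, was 82 nt long and was listed with 1 transcript. Its bases 26 to 38, TGTACCATGGTCC, were aligned to bases 3 to 15 of miR-379-3p (TATGTAACATGGTCCACTAACT) with the difference A7C. Bases 1 to 52 of the read, which include this segment, matched chromosome 8 of GRCm38 from 85088249 to 85088300 without mismatch, in an intron of Man2b1. The 34 nt target segment, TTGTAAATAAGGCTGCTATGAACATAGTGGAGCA, matched 132 places in GRCm38 without mismatch, so that its locus is uncertain. The score was 57 and the energy -17.42. The Fis1 read, from WT A, was listed with 3 transcripts.

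**Figure D3:**
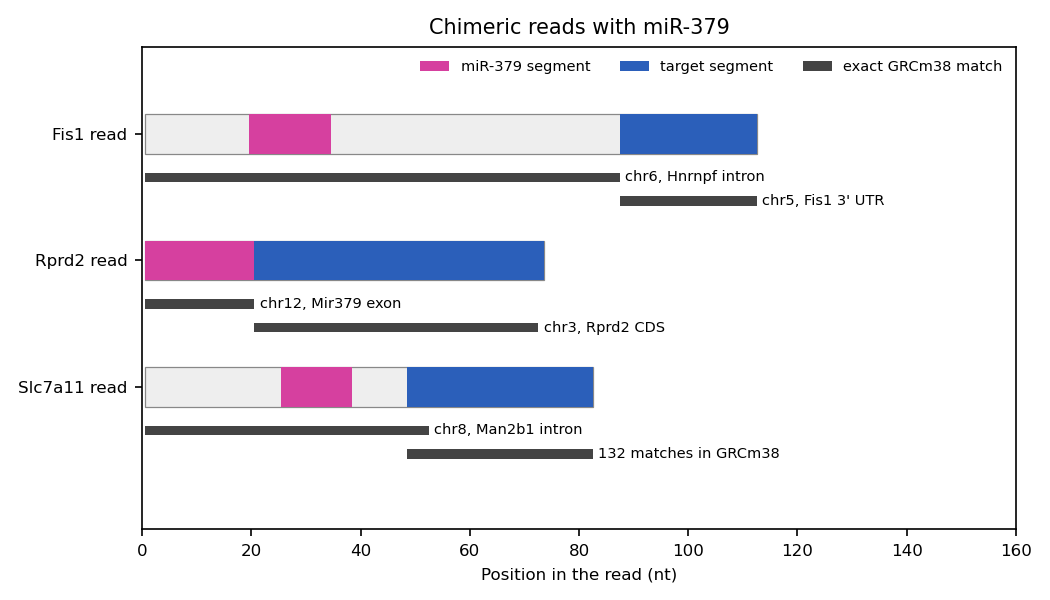
Map of the 3 distinct chimeric reads listed with miR-379, drawn to scale along the read (nt), with the miRNA segment, the target segment and the part around the miRNA segment that matches GRCm38 without mismatch. In the Fis1 and Slc7a11 reads that match extends beyond the miRNA segment into another locus, and in the Rprd2 read it spans bases 1 to 20.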

The positions of beginning and end of miRNAs found in hybrid seq are shown as miRNA beg and end. The positions of beginning and end of target RNA found in the hybrid seq are shown as Target RNA beg and Target RNA end.

**a**      **Supplementary Table 2 | Candidates of miR-379 targets.**

| Candidate RNAs | Log2 (TAR/NT3UTR) WT-A_IP. | Log2 (TAR/NT3UTR) WT-B_IP. | Log2 (TAR/NT3UTR) 379KO-A_IP. | Log2 (TAR/NT3UTR) 379KO-B_IP. | WT (Average of WT-A and WT-B) | KO (Average of 379KO-A and 379KO-B) | WT-KO    | Fold change (calculated from WT-KO) |
|----------------|----------------------------|----------------------------|-------------------------------|-------------------------------|-------------------------------|-------------------------------------|----------|-------------------------------------|
| <i>Clt</i>     | 2.003924                   | 1.701273                   | -0.12614                      | -0.14946                      | 1.852598                      | -0.1378                             | 1.990397 | <b>3.973463</b>                     |
| <i>Fis1</i>    | 1.282478                   | 1.208693                   | -0.21804                      | 0.342257                      | 1.245586                      | 0.062106                            | 1.183479 | <b>2.271238</b>                     |
| <i>Vegfb</i>   | 2.276106                   | 2.044893                   | 0.902405                      | 1.247112                      | 2.1605                        | 1.074759                            | 1.085741 | <b>2.122466</b>                     |
| <i>Ap3s1</i>   | 2.080585                   | 2.450011                   | 1.492658                      | 1.315009                      | 2.265298                      | 1.403833                            | 0.861465 | <b>1.816882</b>                     |
| <i>Hnrnpc</i>  | 1.412723                   | 1.726675                   | 1.081704                      | 1.04241                       | 1.569699                      | 1.062057                            | 0.507642 | <b>1.421725</b>                     |
| <i>Txn1</i>    | 3.580309                   | 2.627671                   | 2.869199                      | 2.538936                      | 3.10399                       | 2.704067                            | 0.399923 | <b>1.319438</b>                     |
| <i>Slc20a1</i> | 1.739989                   | 1.648513                   | 0.906599                      | 2.008699                      | 1.694251                      | 1.457649                            | 0.236602 | <b>1.178214</b>                     |

**a**, Ranking of RNA enrichment in AGO2 RISC complex in WT MMC based on fold changes in WT over KO. The local enrichment of each target region (TAR) relative to its own non-target 3'UTR region (NT3UTR) was calculated using log2 (TAR/NT3UTR) in each sample. Shown are candidate miR-379 targets identified by AGO2-IP RNA-seq and ranked by significant decrease of enrichment in AGO2-IP in miR-379KO MMC compared to WT MMC (bold column). WT, Average of WT-A and WT-B; KO, Average of 379KO-A and 379KO-B. A and B are replicate. WT-KO is WT minus KO. Fold change was calculated from the WT-KO. Wild type (WT), miR379KO (KO).

**b**

| Candidate RNAs | Log2 (TAR/NT3UTR) WT-A_IP. | Log2 (TAR/NT3UTR) WT-B_IP. | Log2 (TAR/NT3UTR) 379KO-A_IP. | Log2 (TAR/NT3UTR) 379KO-B_IP. | WT (Average of WT-A and WT-B) | KO (Average of 379KO-A and 379KO-B) | WT-KO    | Fold change (calculated from WT-KO) |
|----------------|----------------------------|----------------------------|-------------------------------|-------------------------------|-------------------------------|-------------------------------------|----------|-------------------------------------|
| <i>Txn1</i>    | 3.580309                   | 2.627671                   | 2.869199                      | 2.538936                      | <b>3.10399</b>                | 2.704067                            | 0.399923 | 1.319438                            |
| <i>Ap3s1</i>   | 2.080585                   | 2.450011                   | 1.492658                      | 1.315009                      | <b>2.265298</b>               | 1.403833                            | 0.861465 | 1.816882                            |
| <i>Vegfb</i>   | 2.276106                   | 2.044893                   | 0.902405                      | 1.247112                      | <b>2.1605</b>                 | 1.074759                            | 1.085741 | 2.122466                            |
| <i>Clt</i>     | 2.003924                   | 1.701273                   | -0.12614                      | -0.14946                      | <b>1.852598</b>               | -0.1378                             | 1.990397 | 3.973463                            |
| <i>Slc20a1</i> | 1.739989                   | 1.648513                   | 0.906599                      | 2.008699                      | <b>1.694251</b>               | 1.457649                            | 0.236602 | 1.178214                            |
| <i>Hnrnpc</i>  | 1.412723                   | 1.726675                   | 1.081704                      | 1.04241                       | <b>1.569699</b>               | 1.062057                            | 0.507642 | 1.421725                            |
| <i>Fis1</i>    | 1.282478                   | 1.208693                   | -0.21804                      | 0.342257                      | <b>1.245586</b>               | 0.062106                            | 1.183479 | 2.271238                            |

**b**, Ranking of RNA enrichment in AGO2 RISC complex in WT MMC based on enrichment in WT. The local enrichment of each target region (TAR) relative to its own non-target 3'UTR region (NT3UTR) was calculated using log2 (TAR/NT3UTR) in each sample. Shown are candidate miR-379 targets identified by AGO2-IP RNA-seq and ranked by enrichment in AGO2-IP in WT MMC (bold column). WT, Average of WT-A and WT-B; KO, Average of 379KO-A and 379KO-B. A and B are replicate. WT-KO is WT minus KO. Fold change was calculated from the WT-KO. Wild type (WT), miR379KO (KO).

**Supplementary Table 3**

**Oligonucleotide (DNA) sequences for potential target sites and guide RNAs at miR-379 region.**

| Target                         | Sense oligo                       | Antisense oligo                    |
|--------------------------------|-----------------------------------|------------------------------------|
| S1<br>CCTGAAGAGATGGTAGACTATGG  | S1S<br>CACCgCCTGAAGAGATGGTAGACTA  | S1AS<br>AAACTAGTCTACCATCTCTTCAGGc  |
| S2<br>GATGGTAGACTATGGAACGTAGG  | S2S<br>CACCgGATGGTAGACTATGGAACGT  | S2AS<br>AAACACGTTCCATAGTCTACCATCc  |
| S3<br>TGTTTTTGACCTATGTAACATGG  | S3S<br>CACCgTGTTTTTGACCTATGTAACA  | S3AS<br>AAACTGTTACATAGGTCAAAAACAc  |
| AS1<br>CCTATGTAACATGGTCCACTAAC | AS1S<br>CACCgGTTAGTGGACCATGTTACAT | AS1AS<br>AAACATGTAACATGGTCCACTAACc |
| AS2<br>CCACTAACTCTCAGTATCCAATC | AS2S<br>CACCgGATTGGATACTGAGAGTTAG | AS2AS<br>AAACCTAACTCTCAGTATCCAATCc |

Oligonucleotide (DNA) sequences for potential target sites and guide RNAs at the miR-379 region. Small letters g (sense) and c (antisense) show the positions of transcription start site.

## Supplementary. Table 4

### Primer sequences for qPCR of indicated targets used in the current study.

| Target          | Forward primer            | Reverse primer           |
|-----------------|---------------------------|--------------------------|
| <i>mSlc20a1</i> | AGAAGCAGGGAGACAAAGC       | GCCCAAAGTTCACATTCCAC     |
| <i>mAp3s1</i>   | GTATAAAAGTGCCAAACCTGCC    | TGGTAAACTTAGATGACGTTCCC  |
| <i>mVegfb</i>   | GAACCTCATGTCTCACCTCAG     | TCATAACAGAACCCAAATCCCG   |
| <i>mClta</i>    | CAGCAAACAGGCCAAAGATG      | GTAGACGTAGTGTTCACAGG     |
| <i>mTxn1</i>    | ATGCCGACCTTCCAGTTTAT      | TGGTAGCTGGTTACACTTTTCAG  |
| <i>mFis1</i>    | ACCATCGCCTTCCCTTTTC       | ATGACAGGGTTAAACGACAGG    |
| <i>mEdem3</i>   | TGAGTTCACTAGGAAATTCCAACA  | CTGTGGTGATCATTTAGCTCTA   |
| <i>mCol4a1</i>  | GCCTTCCGGGCTCCTCAG        | CGGATTATCACCAGTGGGTCCG   |
| <i>mTgfb1</i>   | GGACTCTCCACCTGCAAGAC      | GACTGGCGAGCCTTAGTTTG     |
| <i>mCtgf</i>    | AGTTTGTTATGGGTTAGGATTGTAG | CCAACACCAAAAAATAAACCTCTA |
| <i>mAp3s1</i>   | GTATAAAAGTGCCAAACCTGCC    | TGGTAAACTTAGATGACGTTCCC  |
| <i>mHnnpnc</i>  | AGCTGGAGTTGAAGGATGATG     | CTTTCATCTCCCACAAACGC     |
| <i>mHmgb1</i>   | GAAGACCTGAGAATGTATCCCC    | AGCCAGCGTTCTTGATAG       |
| <i>mRab14</i>   | TCTACTCCATCTTGCACGTG      | ACCCAGCCTTCTCCTTTTC      |
| <i>mSnrpe</i>   | GGTGAAGTCTGTAGGATGTTGAG   | AAGTTGAGTAAATGCAGGTTGC   |
| <i>mTcea1</i>   | ATGCTCTGCTTTGTAGACCG      | TTCTGGGATTAAAGGTGTGGG    |
| <i>mAp3s1</i>   | GTATAAAAGTGCCAAACCTGCC    | TGGTAAACTTAGATGACGTTCCC  |
| <i>mChop</i>    | GCACCTATATCTCATCCCCAG     | TGCGTGTGACCTCTGTTG       |

Primer sequences for RT-qPCRs of indicated targets used in the current study

# Supplementary material for: miR-379 deletion ameliorates features of diabetic kidney disease by enhancing adaptive mitophagy via FIS1
**Source:** Commun Biol. 2021 Jan 4;4:30. doi: 10.1038/s42003-020-01516-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source Data – Part 1

**File name:** Supplementary Data 2

**Description:** Source Data – Part 2

How the deposited data were processed for this re-analysis (not part of the article)

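AGO2-CLASH chimeric reads were analysed in MMC from WT mice (2 libraries, A and B) and from miR-379KO mice (2 libraries, A and B). The genotype and the letter of each library were taken from the sample labels. The replicate block pairs libraries by these letters alone; the legend of Fig. 2c uses the same letters for independent AGO2-IP samples and states no pairing. The total RNA and AGO2-IP sequencing of the paper was not analysed here.

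The authors merged read pairs with pear 0.9.5, removed merged reads that Bowtie2 2.1.0 aligned to the mouse genome or transcripts, and searched the rest with blastn (blastall 2.2.26) on both strands against the mature miRNAs of miRBase 21 and mouse mRNAs. The deposited count of a read is the number of merged reads with exactly that sequence, as a whole number without normalization, and it is repeated wherever the read is listed with another miRNA or transcript. The deposited score of a pair and its minimum free energy were made by the authors with a tool that the paper's text does not name for these values; they were reported as deposited. The positions on the miRNA and on the transcript were deposited by the authors, and a start above the end was read as an antisense alignment.

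Each read was counted once for each mature miRNA and each gene listed with it. Shares are per 10000 chimeric reads of the library. The chimeric reads per library ranged from 6326 to 16324, and the smallest share taken as detectable (3 reads) from 1.84 to 4.74 per 10000. Intervals for shares are 95% Clopper-Pearson intervals (scipy 1.17.1). Reads summed by genotype were compared by two-sided Fisher's exact test and shares by the exact permutation test over the 4 libraries. Counts per miRNA and per target gene were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, genotype as the only term, Benjamini-Hochberg adjustment) where at least 10 chimeric reads were counted over the 4 libraries, which left 628 miRNAs and 686 genes. The threshold was an adjusted p-value of 0.05. edgeR gave no standard errors here, and those printed are the absolute log2 fold change over the square root of the quasi-likelihood F statistic. With the 2 genotypes at 2 libraries each, other splits of the libraries were not counted.

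miRNA segments with up to 10 nt of the read on each side were compared with GRCm38 by blastn 2.17.0 at 100% identity over the full length. Coordinates are from GRCm38 and its annotation, counted from 1. The deletion was placed by the sequences in Fig. 1b. Seed matches were searched as the reverse complement of positions 2 to 7 of the miRNA in the target segment of each distinct read, with 100 seeded shuffles of the pairing within each library. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

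The steps were tested on simulated data. The genome comparison found 200 of 200 slices of the genome and 0 of 200 joined slices. With a dispersion of 0.22 and a log2 fold change of 3, edgeR called 77 of 191 changed miRNAs (40 of the 61 with at least 50 reads) and 0 unchanged ones, and 85 of 191 changed genes (32 of 40 with at least 50 reads) and 1 unchanged one. With a dispersion of 0.05 it called 174 of 191 miRNAs and 162 of 193 genes, with 5 unchanged ones in each. Because many miRNAs or genes were changed at once, these calls do not give the power for a single change. The seed search returned an excess of 30.1% for 30% planted matches.

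The genes and miRNAs named were set by rule. They are the genes the paper names for miR-379 hybrids, its 8 candidates and 4 negative controls, the 5 genes with the most miR-379 chimeric reads in WT (only 3 genes had any), the miRNAs miR-379, miR-495, miR-377, miR-3072 and miR-882, the 5 miRNAs with the most chimeric reads, and the 3 miRNAs and genes with the smallest p in each direction past the threshold, of which there were none. Cxcl12, Zmynd8, Ncbp3 and the most frequent target genes were named after their values were seen.

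Alternatives were a replicate block, DESeq2 1.42.0, library totals without TMM, no minimum count, leaving out each library, each distinct sequence counted once, miRNA alignments of at least 16 nt or without mismatch or gap, reads listed with a single miRNA and gene, sense orientation only, seed positions 2 to 8, and target segments extended by 25 nt on each side. Added after seeing the data were the exclusion of genome-contained segments, shares of the distinct merged sequences, counts summed over the listed transcripts, and deposited counts in the miR-379 seed test.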

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

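The tests of ribosomal RNA reads were written before their results were seen. The tests of genome-contained segments, repeats and single target genes were chosen only after the pattern was seen. The repeat test searched for the central 30 nt of each target segment without mismatch, in place of a match of whole segments at 95% identity, which could not be run. The requirement that 80% of segments be found, and the count of segments not found as unmasked, were applied to it after its value was known.

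The 5 miRNAs with the most chimeric reads are outside those the paper discusses. They were miR-690 (2526 reads), miR-8098 (1665), miR-3473b (1262), miR-2137 (1066) and miR-149-3p (1037), each above the floor of 3 reads per library in each of the 4 libraries. They were taken by their rank, and other miRNAs outside the paper also lie above that floor. None of the 5 differed between the genotypes at an edgeR adjusted p-value under 0.05 (0.993 for each), and 0 of them did at an unadjusted p under 0.05. The log2 fold change (WT over miR-379KO) ranged from -0.31 for miR-8098 to 0.74 for miR-3473b.

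For miR-2137, 95.03% of chimeric reads were listed with a ribosomal RNA gene as the target, and for miR-149-3p 85.3%, while genome-contained segments made up 0.380% and 2.45%. Reads of ribosomal RNA are a candidate explanation for both. Whether the miRNA segments themselves come from ribosomal RNA was not tested. For miR-8098, 71.5% of chimeric reads were listed with a ribosomal RNA gene and 69.4% of distinct segments were genome-contained, so both explanations remain.

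For miR-3473b, 3.65% of chimeric reads were listed with a ribosomal RNA gene and 30.6% of its segments were genome-contained, under the 50% set for either explanation. However, 85.1% of its reads were listed with a single gene, Ncbp3, and 88.9% of its target segments found in GRCm38 were mostly soft-masked as repeats. The count for miR-3473b may therefore come from transcripts with one repeat rather than from a range of targets.

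For miR-690, the median alignment was 22 nt. Genome-contained segments made up 3.80%, reads listed with a ribosomal RNA gene 0%, and reads with its most frequent gene (Zmynd8) 3.40%, so that none of these explanations of genomic stretches, ribosomal RNA or a single gene accounts for its reads. Of its target segments, 57.2% were found in GRCm38 and 94.1% of those were mostly soft-masked. The share among found segments is void because under 80% were found. With every segment not found counted as unmasked, 53.8% of all 2152 target segments were mostly soft-masked, above the 50% set for the other explanations, so target segments in repeats remain as an explanation.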

How the results depend on the processing

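The alternatives were set before the data were examined, except those named as added. Shares are differences of WT minus miR-379KO per 10000 chimeric reads.

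The miR-379 difference of 1.70 rests on 4 reads in WT and 0 in miR-379KO, so no alternative that leaves reads out can bring it below 0 or past the threshold, and the alternatives show no stability. As a share of chimeric reads it ranged from 0.752 without mismatch or gap to 2.94 in sense orientation only, and from 1.39 to 1.84 across the fits that each left out one library. Without genome-contained segments (added after seeing the data) it was 0.781, from 1 read in WT. As a share of the distinct merged sequences (added after seeing the data) it was 0.00404 per 10000. With edgeR, the alternatives other than no minimum count give no value for miR-379, since its mature forms have 3 and 1 reads. With no minimum, the log2 fold change of miR-379-5p was 3.41.

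The Fis1 difference of 0.850 was 0 with miRNA alignments of at least 16 nt, 0 without mismatch or gap, and 0 without genome-contained segments (added after seeing the data). The length of 15 nt, the difference C8T and the genome match of the single Fis1 sequence show why. Across the fits that each left out one library it ranged from 0 to 1.23. Counted once per listed transcript (added), it was 2.55, with a two-sided Fisher's exact p of 0.0967.

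The difference of -53.7 for the other miRNAs of the cluster was -24.1 (two-sided Fisher's exact p = 0.131) with reads of a single miRNA and gene, and -8.08 (p = 0.581 by the same exact test) in sense orientation only. The cause was not tested. Across the other settings the difference ranged from -123.9 without mismatch or gap to -32.1 with alignments of at least 16 nt, and the exact p lay between 2.10e-07 and 0.00615, and across the fits that each left out one library the difference ranged from -85.1 to -21.7.

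At an unadjusted p under 0.05, the split of miRNAs into higher and lower in WT was 9 and 18, but 14 and 15 without TMM factors, 1 and 10 with DESeq2, 3 and 15 with the replicate block, and 19 and 14 with no minimum count. For target genes it was 12 and 13, but 1 and 7 with DESeq2, 39 and 10 with no minimum count, and 14 and 36 without mismatch or gap. Called miRNAs numbered 0 in each alternative, with 4 to 33 at an unadjusted p under 0.05. Called target genes numbered 0 in each alternative but one, with 6 to 50 at an unadjusted p under 0.05. With miRNA alignments of at least 16 nt there was 1, Cxcl12, with a log2 fold change of -4.82 (edgeR adjusted p = 0.0476, against 0.485 with all alignments). The smallest adjusted p over the alternatives ranged from 0.0476 to 0.983 for target genes. The cause was not tested. Leaving out a library leaves 1 in a group and gives no counts of called miRNAs or genes. With the replicate block of A and B added, 0 miRNAs (18 at an unadjusted p under 0.05) and 0 target genes (14) were called. Libraries with the same letter did not deviate together (correlation -0.0632 for miRNAs and -0.0669 for genes). This does not exclude other groupings of the libraries, which were not tested. Mean reads per distinct sequence were 1.15 in WT A and 1.14 in miR-379KO B, against 1.48 in WT B and 1.46 in miR-379KO A.

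For the seed match of miR-379-5p reads the alternatives show no stability, because each of its 1 to 3 reads held the match in each of them and only the share of other reads moved, from 0.105% to 1.73%. Counting each distinct sequence once was already its setting. The excess over shuffled pairing was 17.1 with positions 2 to 8 and 28.1 with alignments of at least 16 nt, against 21.0. For the 12 candidates and negative controls, 9 of which had 2 reads or fewer, the counts are too low for the alternatives to show stability (0 genes called, 0 at an unadjusted p under 0.05).

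Among single genes and miRNAs, 10 values changed sign with all libraries kept. With alignments of at least 16 nt, Slc20a1 and Hnrnpc were at -0.932 each, and without mismatch or gap Slc20a1 was at -0.693. These settings left 1 read in WT and 1 in miR-379KO for the gene, so the sign follows from the larger number of chimeric reads in WT and shows no change of direction. Without mismatch or gap, the log2 fold changes were -1.55 for miR-2137 and 0.28 for miR-149-3p. Without genome-contained segments (added), they were 0.30 for miR-8098 and 0.061 for miR-149-3p. That of miR-2137 was -0.30 with the replicate block and -0.076 with each distinct sequence counted once, and that of miR-149-3p was 0.033 with no minimum count. The cause of these changes in miRNAs was not tested. The 95 other values did not change sign and kept their side of the threshold. Values with a library left out were compared with the SD between libraries for genes and with the edgeR standard error for miRNAs. Of these values, 58 moved by less and 6, all of miRNAs, by more, and some of both changed sign. Without WT A, Slc20a1 and Hnrnpc were at -0.781 each (0 reads in WT and 1 in miR-379KO), and the log2 fold changes were 0.56 for miR-377-5p and 0.30 for miR-149-3p. Without WT B they were -0.56 for miR-3072-5p and -1.75 for miR-2137. That of miR-149-3p was 0.023 without miR-379KO A, and that of miR-2137 was -0.38 without miR-379KO B. The directions of these 4 miRNAs and 2 genes therefore rest on single libraries.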

Differences from the paper's values

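For the hybrid of Fis1 with miR-379, the reads count of the paper's Supplementary Table 1 is 6, and the deposited chimeric reads gave 2. None of the alternatives set before the data were examined closed the gap. The count was 1 with each distinct sequence counted once, 0 with miRNA alignments of at least 16 nt, 0 without mismatch or gap, 2 with reads of a single miRNA and gene, and 2 in sense orientation only. For the hybrid of Rprd2, the paper's count is 4 and the deposited reads gave 1, which was also 1 under each of these alternatives. Summing the count over the transcripts listed with the read, an alternative chosen after seeing the values, gave 6 for Fis1 and 4 for Rprd2. For Slc7a11 the paper's count of 1 was met, and was 0 with alignments of at least 16 nt and without mismatch or gap.

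The read the paper prints for Fis1 is 109 nt long and was not found among the deposited chimeric reads. It holds the whole of miR-379-5p from its base 16. The deposited Fis1 read is 112 nt long and does not hold the whole miRNA, and the positions given with both are the same. The read the paper prints for Slc7a11 is 82 nt long, as is the deposited one, but differs from it in sequence. The read printed for Rprd2 is identical to the deposited one.

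The paper states that its AGO2-CLASH strategy found new targets of miR-379 and bore out Edem3 as a known one. Among its 8 candidates, the deposited chimeric reads list 1, Fis1, with miR-379, and Edem3 with 0 miR-379 reads. The AGO2-IP reads from which the paper names the other candidates were not used here.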

Other observations

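The tests without the 5 miRNAs with the most reads and of the limit on duplex energy were written before their results were seen, and the other tests were chosen only after the pattern was seen.

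Of the 3 distinct chimeric reads listed with miR-379, 2 carry their miRNA segment inside a stretch that matches another locus of GRCm38 without mismatch, in introns of Hnrnpf (the Fis1 read) and Man2b1 (the Slc7a11 read). A candidate explanation is that in these 2 reads the segment is part of a longer transcript of another locus, with a stretch that resembles miR-379. The Rprd2 read matches miR-379-5p over 20 nt at Mir379 and has no such match. Because the test is a comparison with the reference, it does not show how the reads were joined.

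No miR-379 chimeric read was counted in miR-379KO. The miR-379KO libraries together hold 12802 chimeric reads against 23516 in WT, and the chance of counting 0 at the WT share was 0.113. By these counts the absence cannot be told apart from the smaller number of reads. The WT share includes the Fis1 and Slc7a11 reads, whose segments match other loci, outside the deletion. For the Rprd2 read alone, which matches Mir379, the chance was 0.580. A deleted Mir379 cannot give that read, whatever the number of reads.

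The share of genome-contained miRNA segments was higher in WT A than in the mean of the other libraries, by 15.0 percentage points. With the same mix of alignment lengths and orientations in each library, the gap was 10.9, and without the 5 miRNAs with the most reads it was 16.8, so neither explains most of it. The share of WT B was 35.2%, below both miR-379KO libraries, so genotype does not explain it. No other explanation was tested, and WT A is also the library with the most chimeric reads.

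The seed match above shuffled pairing was about as strong in reads with a genome-contained miRNA segment as in reads without one, with an observed to shuffled ratio of 9.21 against 8.79, a ratio of 1.05. The limit on energy that the deposited pairs meet may therefore account for much of the seed match, since it applies to both kinds of reads alike. Among sense alignments of 20 nt or more, where 2.82% of segments were genome-contained, 32.9% of 5077 distinct reads held the match, against 5.23% shuffled.

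Genes of ribosomal RNA took 30.5% of chimeric reads in WT A, 36.8% in WT B, 36.9% in miR-379KO A and 37.7% in miR-379KO B. The most frequent target gene was Rn18s-rs5 with 6993 reads (19.3%), followed by Gm42418 with 4018, AY036118 with 2166, Gm26917 with 1598 and Ncbp3 with 1122.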
